# RELACS nuclei barcoding enables high-throughput ChIP-seq

**DOI:** 10.1038/s42003-018-0219-z

**Published:** 2018-12-05

**Authors:** Laura Arrigoni, Hoor Al-Hasani, Fidel Ramírez, Ilaria Panzeri, Devon Patrick Ryan, Diana Santacruz, Nadia Kress, John Andrew Pospisilik, Ulrike Bönisch, Thomas Manke

**Keywords:** Chromatin analysis, Epigenomics

## Abstract

Chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) is an invaluable tool for mapping chromatin-associated proteins. Current barcoding strategies aim to improve assay throughput and scalability but intense sample handling and lack of standardization over cell types, cell numbers and epitopes hinder wide-spread use in the field. Here, we present a barcoding method to enable high-throughput ChIP-seq using common molecular biology techniques. The method, called RELACS (restriction enzyme-based labeling of chromatin in situ) relies on standardized nuclei extraction from any source and employs chromatin cutting and barcoding within intact nuclei. Barcoded nuclei are pooled and processed within the same ChIP reaction, for maximal comparability and workload reduction. The innovative barcoding concept is particularly user-friendly and suitable for implementation to standardized large-scale clinical studies and scarce samples. Aiming to maximize universality and scalability, RELACS can generate ChIP-seq libraries for transcription factors and histone modifications from hundreds of samples within three days.

## Abstract (web summary)

Laura Arrigoni et al. present RELACS, a method enabling high-throughput ChIP-seq which involves barcoding and processing intact nuclei in the same ChIP reaction. The method is useful for broad cell types and epitopes, robust to experimental conditions, and drastically decreases workload.

## Introduction

Chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) is a key technique for exploring the genomic location of bound proteins and histone modifications, which has significantly contributed to our understanding of gene regulation and epigenetic changes in healthy and diseased cells.

Recent years have seen a number of methodological advances^1^ to reduce the input requirements for ChIP-seq from millions to few thousands of cells per assay, by using improved sample preparation^2–6^, more sensitive library preparation^4,7,8^, and microfluidic devices^9,10^. Despite these improvements, ChIP-seq still suffers from limitations imposed by the complexity of the protocol, lack of standardization across cell types and epitopes, technical variability, low efficiency for proteins weakly bound to chromatin, and limited throughput. To enhance throughput and facilitate large-scale sample screening, automated immunoprecipitation and library preparation solutions have been proposed^11,12^. More recent ChIP-seq methods^2,3,13^ aim to increase throughput by barcoding the starting chromatin and multiplex several samples within a single ChIP reaction. The multiplexing of samples in the same ChIP dramatically increases the throughput and minimizes technical variability. After immunoprecipitation, barcoded DNA is purified and converted into a sequencing library using a single PCR reaction. Barcode sequences ligated to each starting sample are used to identify signals from each cell population during data analysis.

Supplementary Table 1 shows a comparison between current high-throughput ChIP-seq protocols involving chromatin barcoding prior ChIP^2,3,13–15^ or automation^11,12,16^. Two common strategies have been developed for molecular barcoding of sonicated or enzymatically digested chromatin. The first approach (used in^2,14,15^) relies on barcoding of chromatin immobilized to beads. Two successive chromatin immunoprecipitations are applied in these protocols: after the first immunoprecipitation required for the ligation of barcodes, chromatins are released from the beads and pooled for the second multiplexed ChIP against the epitope of interest. The first immunoprecipitation step performed on each individual sample severely limits assay throughput and does not significantly reduce the workload compared to standard ChIP-seq. Moreover, the repeated ChIP (re-ChIP) step involved may reduce the available material needed for the second ChIP, especially if the efficiency of the first chosen antibody is poor.

The second barcoding strategy used in enzymatic approaches such as Bar-ChIP^13^ and Mint-ChIP^3^, circumvent the need of a re-ChIP step by releasing nucleosomes in solution and directly ligate adapters to chromatin. Still, these protocols lack universal applicability since Bar-ChIP requires millions of cells and Mint-ChIP is exclusively conducted on fresh un-fixed material, impeding the application to proteins weakly bound to chromatin such as transcription factors. Also, storage and transport are logistically more complicated with fresh material. In addition, all these protocols employ MNase to digest chromatin. Although MNase is useful for chromatin footprinting and fine mapping of binding sites because of exonuclease activity^15,17^, it is concentration-sensitive^18,19^ and typically requires pilot experiments to carefully calibrate the enzyme amount when working with different cell types or strains^3,15^, different transcription factors^17^, MNase batches^15^, and may also require the generation of independent datasets of samples digested at low and high MNase concentrations^3^. Therefore, usage of MNase will require experiment-dependent optimizations, hindering standardized sample processing and screenings of rare patient samples that do not allow for protocol optimizations.

To address the shortcomings of current multiplexed ChIP-seq techniques we introduce a barcoding concept to facilitate standardized high-throughput ChIP-seq. The method, called RELACS (restriction enzyme-based labeling of chromatin in situ), relies on standardized nuclei extraction by sonication^5^ followed by intranuclear enzymatic chromatin cutting and barcode ligation. Once multiple cell populations are barcoded, they are pooled for parallelized ChIP-seq. RELACS can be used for a broad spectrum of cell types and epitopes (active and repressive histone modifications, transcription factors, co-factors) and it is robust to variation of cell numbers and experimental conditions. The simple intranuclear barcoding strategy drastically decreases workload and it is ideally suited to adapt innovative combinatorial barcoding concepts^20–22^ currently used for single cell ChIP-Seq analysis. As with other barcoding strategies^3,14,15^, this approach can be used for quantitative ChIP-seq analyses.

## Results

### Method description

RELACS includes several steps to integrate DNA barcodes on chromatin prior to immunoprecipitation (Fig. 1). Further details are available in the Methods section below and through Protocol Exchange^23^. The key of the protocol is to work with intact nuclei that can be simply precipitated to efficiently wash and remove the different master mixes during the chromatin fragmentation and barcoding process and to reduce volumes after pooling of many barcoded samples. Digestion and ligation conditions are optimized to favor the entrance of the DNA barcodes into the nuclei and their ligation to fragmented chromatin while minimizing chromatin self-ligation.

**Fig. 1:**
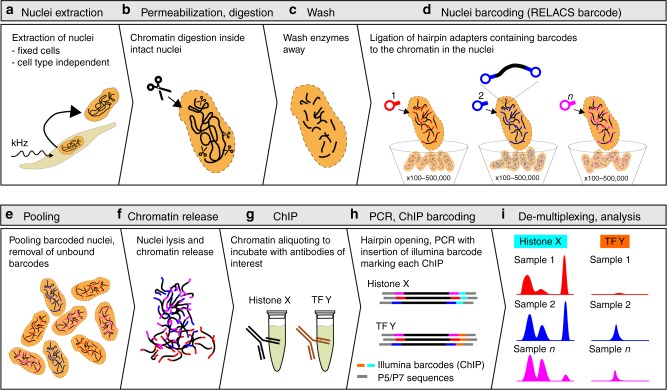
RELACS workflow. Overview of the RELACS method. The protocol facilitates barcoding multiple cell populations, which can be pooled and investigated for multiple epitopes within the same run. The method starts by isolating nuclei from a pool of formaldehyde-fixed cells, using sonication to reduce cell type dependency^5^ (**a**). The nuclear membrane is permeabilized to allow entrance of enzymes, followed by DNA barcodes. Restriction endonucleases with a high frequency of recognition sites are used to fragment chromatin—in this work CviKI-1 was used (**b**). Nuclei are washed to remove active restriction enzymes (**c**). Hairpin adapters harboring barcodes are ligated to both the ends of the fragmented chromatin inside the nuclei. The barcoding has been tested using 100–500,000 nuclei without the need to change protocol conditions (**d**). Cell populations marked with specific barcodes are pooled (**e**), concentrated and lysed using SDS at low concentration and short sonication to release chromatin into solution (**f**). Chromatin is split and incubated with the antibodies of interest (**g**). After ChIP washes and DNA purification (not illustrated), only DNA that harbors nuclei barcodes at both ends is PCR amplified to complete library construction. PCR amplification appends an Illumina barcode onto mark each fragment (**h**). Sequenced libraries are demultiplexed by Illumina barcode, to retrieve ChIP information, and then nuclear barcode, to identify the initial cell population (**i**). The RELACS protocol is very fast and ChIP-seq libraries can be generated for hundreds of samples within three days

The protocol starts by isolating clean nuclei from fixed cells using sonication, which has been previously demonstrated to outperform state-of-the-art techniques to isolate nuclei from fixed cells and it is a key step to achieve protocol standardization across cell types^5^. Working with well-isolated nuclei makes the following steps of nuclei permeabilization, digestion and in-nuclei barcoding more reproducible.

Nuclei are permeabilized and chromatin is digested by restriction enzymes using a modification^24^ of the procedure used to perform in situ Hi-C^25^. Unlike exonucleases, even large concentrations of restriction enzymes do not risk overcutting chromatin because of their sequence-specificity. This makes the chromatin fragmentation step more robust and predictable.

In this study, the enzyme CvIKI-1 was chosen for several reasons: First it cuts frequently owing to a variable restriction site (RG|CY). 

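The CviKI-1 site is 4 bp long, and its reverse complement is again a CviKI-1 site, so each occurrence was counted once. Over the bases of known sequence, GRCh37 held 15.5 sites per kb and GRCm38 held 14.9. The mean distance between neighbouring sites, unknown bases between them included, was 68.0 bp in the human genome and 67.5 bp in the mouse genome, with medians of 37 bp and 40 bp.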

Because of the GC motif, it has increased cutting frequency in promoter regions, where many sharp chromatin marks can be resolved. 

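Within 1000 bp on either side of the starts of 20163 protein-coding human genes (GENCODE, GRCh37), there were 24.3 sites per kb, and around the starts of 21938 mouse genes (GRCm38) there were 21.0. A site-free stretch above 1000 bp overlapped 41 of the human promoters, a share of 0.203% (95% Clopper-Pearson interval 0.146 to 0.276), and 50 of the mouse promoters, a share of 0.228% (0.169 to 0.300). For the sharp marks, the density was computed over the pooled length of the regions that the authors called in HepG2 cells with RELACS or with the traditional sonication protocol, on chromosomes 1 to 22, X and Y. RELACS regions held 24.0 sites per kb for H3K4me3, 22.6 for H3K27ac and 23.8 for CTCF, and Traditional regions held 23.2 for H3K27ac and 26.0 for CTCF. Placing the same regions at random on their chromosomes 1000 times gave means of 16.2 to 16.3 sites per kb for these 5 lists, and no placement reached the observed density (two-sided permutation p = 0.002 for each, the smallest that the placements can give). The 260 RELACS p300 peaks held 17.7 sites per kb against a random mean of 15.3 (permutation p = 0.002), while the 31 Traditional p300 peaks held 7.41 against 15.0 (permutation p = 0.002). Of these 31 Traditional peaks, 19 overlapped a site-free stretch above 1000 bp and 16 lay on chromosome Y. The median over regions was 14.0 sites per kb for RELACS p300 against a random mean of 13.7 (permutation p = 1) and 0 for Traditional p300 against 13.1, while in the central 500 bp of each region RELACS p300 held 21.8 sites per kb against 15.4 at random (permutation p = 0.002). The p values describe these lists, which come from 1 library per method and mark.

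**Figure D1:**
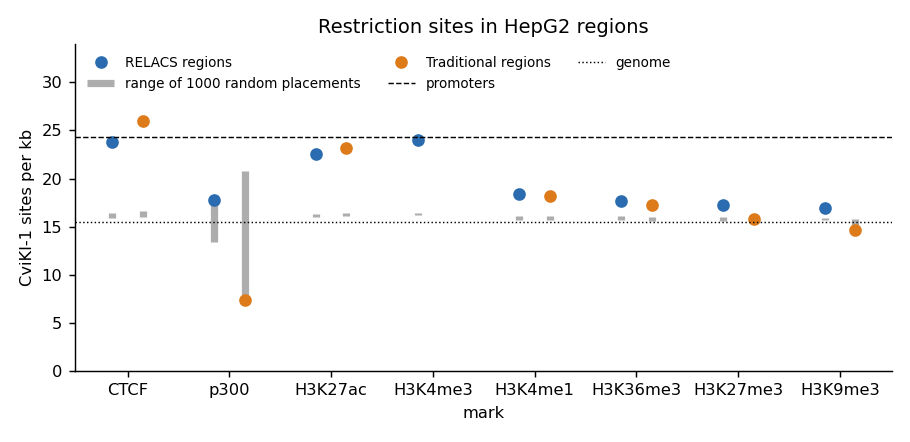
CviKI-1 sites per kb (y axis) in the regions called for each mark (x axis) by RELACS (blue) and by the traditional protocol (orange), with the range of 1000 random placements of the same regions as grey bars. The dashed line marks the promoters at 24.3 sites per kb and the dotted line the genome at 15.5, and the sharp marks other than p300 lie between 22.6 and 26.0.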

At the same time, this enzyme is insensitive to DNA methylation, which is beneficial when comparing samples with different DNA methylation levels. Importantly, CviKI-1 produces blunt ends which reduces the chance of chromatin re-ligation. We have found that, unlike other tested enzymes, CviKI-1 works well already at room temperature, reducing the risk of crosslink reversal which can happen at higher temperatures^26^.

After digestion, nuclei are precipitated and enzymes are washed away. To increase ligation efficiency, chromatin is A-tailed and customized adapters containing nuclear barcodes are ligated to both ends of the chromatin fragments (Supplementary Fig. 1). This conventional adapter ligation strategy is both robust to variation of cell number (without changing conditions we typically barcode 100–500,000 cells) and practical to implement in various laboratory and clinical settings. Lastly, chromatin containing different barcoded samples can be aliquoted prior to ChIP for the investigation of multiple epitopes. A second barcode is inserted via a PCR step to mark different ChIP experiments or controls. In addition to a simplified workflow and enhanced comparability, the multiplexing of low cell number samples also allows easier handling and reduces potential loss of chromatin during immunoprecipitation.

Many critical steps of the workflow can be quality-controlled in real-time without the need for iterative optimizations. For samples with more than 10,000 cells all checkpoints can be assessed visually or even quantitatively (nuclei extraction, cell number before and after digestion, ChIP and library efficiency), while for samples with lower cell number, successful preparation can be assessed from the final library.

### RELACS fragmentation covers the whole genome with high quality

First we tested that all barcodes are properly included. Their distribution is consistent across epitopes (Supplementary Fig. 2a) and there is no apparent cross-barcode contamination (Supplementary Fig. 2b). The overall mapping rates are very high (> 99%) and we observed only small fractions (3–5%) of disconcordantly and multi-mapping reads (Supplementary Data 1, Supplementary Fig. 2c). These reads were excluded from subsequent analyses.

The RELACS fragmentation strategy does not appreciably affect genomic coverage, as indicated by direct comparison with the traditional method (Supplementary Fig. 3). The only exceptions are heterochromatic regions, where coverage in RELACS data is lower at the same sequencing depth. Importantly, open regions of prime experimental interest are better covered at lower depths. A more detailed analysis of restriction site occurrence in the genome (cutability) and restriction site preference (accessibility) indicates that both are reduced in heterochromatic regions (Supplementary Fig. 4). 

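The chromatin-state map behind Supplementary Fig. 4 was not used here, and the regions called for the repressive marks in HepG2 were examined instead. H3K9me3 regions held 14.7 sites per kb in the Traditional list, below the mean of 15.4 over random placements of the same regions, and 16.9 in the RELACS list, above its random mean of 15.8 (two-sided permutation p = 0.002 for both, the smallest that 1000 placements can give). The direction in the Traditional list reversed when each region was reduced to its central 500 bp, where the density was 16.8 sites per kb against 15.4 at random. For H3K27me3 the density was 15.8 sites per kb in Traditional regions against 15.5 at random, and 17.3 in RELACS regions against 15.8. Regions of the active broad marks were denser in sites, with 18.2 sites per kb for Traditional and 18.4 for RELACS H3K4me1, and 17.2 for Traditional and 17.7 for RELACS H3K36me3.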

Other repressed regions are comparable between RELACS and the traditional protocol, while open chromatin regions show higher accessibility for RELACS. As with all ChIP-seq studies, we account for such biases by employing an input control for normalization and peak calling.

### RELACS results are comparable to traditional ChIP-seq

We validated RELACS using a well-studied human cell line (HepG2) for which many external references are available. Here, we generated six histone modification maps for IHEC class I epigenomes (H3K27ac, H3K4me3, H3K4me1, H3K36me3, H3K9me3, H3K27me3), the insulator protein CTCF, as well as co-factor p300. All maps were created using both a traditional sonication-based ChIP-seq protocol (with 100,000 cells per ChIP) and our new RELACS method with 20 technical replicates (20 barcodes × 5000 cells). 

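HepG2 is a human cell line derived from a hepatocellular carcinoma. The data analysed here are the lists of enriched regions that the authors deposited, 8 for RELACS and 7 for the traditional protocol, and a Traditional list for H3K4me3 was not analysed here. The 20 barcodes were merged before peak calling and the traditional ChIP was made once from 100000 cells, so each list stands for 1 library and has no replicate. The RELACS lists of CTCF, p300, H3K27ac and H3K4me3 carry no method name, and they were read as the lists from 20 barcodes of 5000 cells. For H3K27ac and p300 no other HepG2 sample of the study fits, whereas CTCF and H3K4me3 were also profiled with fewer cells, so that for these 2 lists the reading rests on all 8 forming 1 set. According to the methods, reads were aligned with bowtie2 to hs37d5, which is GRCh37 with decoy sequences, sharp marks were called with MACS2, and broad marks with histoneHMM in bins of 750 bp. The sharp lists give the summit, the fold enrichment and the −log10 of the q-value of each peak, with −log10 q of at least 1.30, and the broad lists give a mean posterior probability of at least 0.1 for each region. These values are the authors' and were used here only to describe, rank or filter regions within a list. The lists hold no read counts. In the alignment summaries of the paper's Supplementary Data, the 20 RELACS barcodes together had from 16.7 M (mega) entries for CTCF to 176 M for H3K27me3, and the traditional libraries had from 31.5 M for CTCF to 157.4 M for H3K36me3. The paper removed decoy and unplaced sequences in its downstream analyses, but the deposited lists still contain regions on them, from 0.333% of the RELACS H3K27ac regions to 78.5% of the Traditional p300 peaks. Shares and densities were therefore computed on chromosomes 1 to 22, X and Y unless stated otherwise. Regions of 2 lists were taken as shared when they overlapped by at least 1 bp, and each share was set beside 1000 random placements of the regions on their own chromosomes, outside unknown sequence. Intervals are exact Clopper-Pearson 95% intervals over regions and do not cover the variation between libraries.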

We also make use of external ENCODE data that was produced with an access of more than a 1,000,000 cells per ChIP (20 M for transcription factors).

All marks show very high quality and reproducibility, as illustrated in Fig. 2a and Supplementary Fig. 5. This can be quantified by quality metrics such as mapping rates, duplication rates and the fraction of reads in annotated peak regions from the ENCODE consortium (see also Supplementary Data 1–2 and Supplementary Fig. 6a). Average profiles around known peaks show excellent agreement of the RELACS method with the traditional approach (Fig. 2b). Notice that the resolution achieved with CviKI-1 is comparable to sonication-based fragmentation, indicating that our choice of restriction enzyme faithfully conveys the underlying signal distributions including transcription factors and co-factors, such as CTCF and p300. 

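Among the 12215 RELACS CTCF peaks that overlapped a Traditional CTCF peak, the median distance between the summits of the 2 lists was 34 bp (95% interval of the median 34 to 35, quartiles 16 and 62 bp). The summits were at most 50 bp apart for 66.4% of these peaks and at most 100 bp apart for 90.7%. With the Traditional summit placed at random inside its peak, the median was 76 bp. Taking the 1000 RELACS CTCF peaks with the highest fold enrichment, of which 969 were shared, moved the median to 28 bp. For H3K27ac, whose regions are wider, the median distance over 55797 shared RELACS peaks was 202 bp (198 to 205) against 419 bp for random summits, and it was 108 bp over the 39412 pairs in which each summit was the nearest of the other. For p300, 64 RELACS peaks overlapped a Traditional peak, and their summits lay 115.5 bp apart (65 to 172), which was no closer than the 113.5 bp of random summits. Over the 53 p300 pairs in which each summit was the nearest of the other, the median was 82 bp. No random value was computed for such pairs. Of the 64 shared RELACS p300 peaks, only 6 lie on chromosomes 1 to 22, X and Y. The p300 distances thus mostly describe decoy and unplaced sequences. CTCF peaks had a median width of 247 bp (quartiles 186 and 283) in the RELACS list and 282 bp (232 and 335) in the Traditional list. The paper compares aggregated profiles around known peaks (Fig. 2b) and from these concludes that the restriction enzyme conveys the distribution of the signal with a resolution comparable to sonication, transcription factors and co-factors included.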

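For CTCF, the RELACS list held 22978 peaks and the Traditional list 14832, although the traditional library had more entries. Restricting both lists to a q-value of at most 0.0001 left 20800 and 13808 peaks. The paper gives 16092 RELACS CTCF peaks, so the deposited RELACS list is not the set that the paper shows. With the paper's number, the lists of the methods would be closer in size. In the paper's Supplementary Data, 85.6% of the entries of the traditional CTCF library were aligned and 32.3% were duplicates, while the 20 RELACS barcodes had 99.2% ± 0.391 aligned and 44.1% ± 3.40 duplicates (SD, n = 20 barcodes). For p300, 260 RELACS peaks and 31 Traditional peaks lay on chromosomes 1 to 22, X and Y, from 53 and 65.4 M entries. The numbers of peaks were not tested between the methods, since each had 1 library per mark.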

In those cases the traditional approach is much poorer or fails when using small cell amounts. Such success cannot be claimed by other multiplexed ChIP-seq protocols^3^, which cannot be applied to transcription factors and also reportedly have problems in mapping sharp histone marks. 

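For H3K9me3, the RELACS list held 88849 regions with a median width of 5250 bp (quartiles 2250 and 10500), and the Traditional list held 35999 with a median of 6750 bp (3750 and 12750). On chromosomes 1 to 22, X and Y, the RELACS regions covered 905 Mb, or 31.7% of the known sequence, and the Traditional regions 785 Mb, or 27.4%. Without regions shorter than 1500 bp, 80842 RELACS and 35102 Traditional regions remained. The widest H3K9me3 region of the Traditional list spanned 7088250 bp on chromosome 21 (GRCh37, 19668751 to 26757000) with 10.6 CviKI-1 sites per kb, and RELACS H3K9me3 regions covered 94.6% of it. It contains the protein-coding genes NCAM2 and TMPRSS15. The next was 5651250 bp wide on chromosome 16 (59498251 to 65149500), holds CDH11 and CDH8, and was covered to 91.9%. The widest region of the RELACS list was 1172250 bp long, on chromosome 14 (33048001 to 34220250) with AKAP6 and NPAS3, and lay entirely inside Traditional regions.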

While the signal of H3K9me3 is reduced because of preferences for open chromatin, RELACS can still resolve the characteristic enrichment over repetitive elements and large heterochromatic domains (Supplementary Fig. 6b). The genome-wide correlations between the log2-ratios (ChIP/Input) from the traditional method and RELACS are high (0.88–0.97, Fig. 2c). We conducted a standard peak calling analysis (using MACS2^27^ and histoneHMM^28^) to compare ChIP-seq signals from various studies over enriched regions and observe good agreement around peak regions called from either RELACS data or defined by ENCODE (Fig. 2d and Supplementary Fig. 7). Specifically for CTCF, there is strong additional support from the expected sequence motif which can be found in 97.4% of all peaks. 

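The regions of each list were looked up in the list of the other method. For CTCF, 82.4% of the 14642 Traditional peaks overlapped a RELACS peak and 53.8% of the 22483 RELACS peaks overlapped a Traditional peak, against means of 0.538% and 0.351% for random placements. For H3K27ac, 88.5% of the 62818 RELACS and 56.6% of the 74355 Traditional regions were shared, against 5.55% and 4.42% at random. Broad regions cover much of the genome and overlap often by chance. For H3K4me1, 97.5% of the RELACS and 63.3% of the Traditional regions were shared, against 63.0% and 49.9% at random, and these shares hold only for the deposited RELACS list, which holds far fewer regions than the paper gives. The shares were 75.5% and 68.0% for H3K36me3 (50.1% and 46.5% at random), 84.5% and 77.6% for H3K27me3 (74.4% and 69.2%), and 53.3% and 84.3% for H3K9me3 (38.3% and 53.4%). For p300, 6 of the RELACS peaks (2.31%) and 5 of the Traditional peaks (16.1%) were shared, where random placements gave 0.000385% and 0%. No random placement reached the observed share in any of these 14 comparisons (one-sided permutation p = 0.001 for each, the smallest that the placements can give). Requiring summits at most 250 bp apart moved the H3K27ac shares to 48.7% of the RELACS and 41.0% of the Traditional regions, and left those of CTCF at 53.6% and 82.2%. Comparing the same number of highest-ranked regions from each list moved the shares to 67.8% of the RELACS and 67.7% of the Traditional CTCF peaks, to 68.9% of the RELACS and 92.4% of the Traditional H3K4me1 regions, to 75.5% and 56.7% for H3K9me3, and to 16.1% and 12.9% for p300. With at least 50% of a region required to be covered, the CTCF shares were 52.2% and 78.6%.

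**Figure D2:**
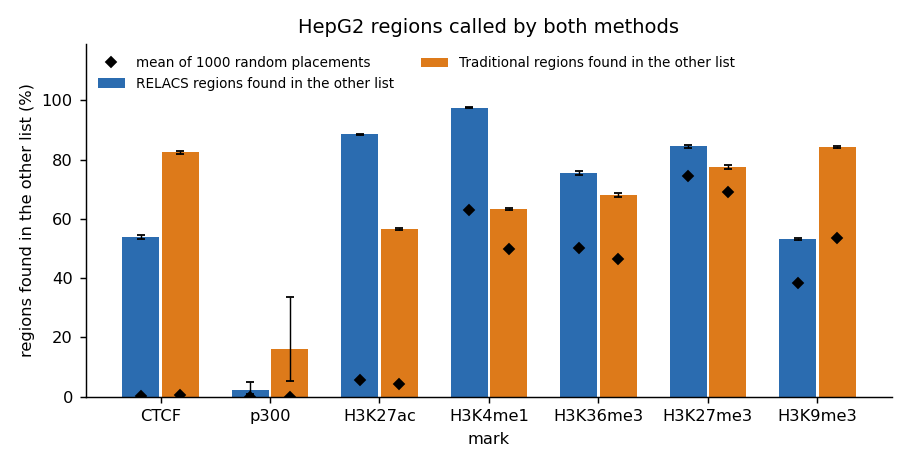
Percent of the regions of each list (y axis) that overlap a region of the other method by at least 1 bp, for RELACS (blue) and Traditional (orange) regions of each mark (x axis), with 95% Clopper-Pearson intervals. Diamonds give the mean of 1000 random placements, which lies below 6% for the sharp marks and between 38.3% and 74.4% for the broad marks.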

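The matrix used in the paper was not used here, and the deposited RELACS list is longer than the 16092 RELACS CTCF peaks of the paper's Fig. 2d. A motif of 19 bp was learned by expectation maximisation from 250 of the 500 highest-ranked RELACS CTCF peaks, and these 250 were left out of the RELACS count. From the Traditional count, the 250 peaks used to learn the Traditional motif described below were left out. Other Traditional peaks at the places of the RELACS learning peaks were kept. A peak was counted when its best match scored at least as high as the best match in 1% of the windows of equal width 2000 bp away. With this motif, 13554 of 22233 RELACS peaks, or 61.0% (95% Clopper-Pearson interval 60.3 to 61.6), and 9935 of 14392 Traditional peaks, or 69.0% (68.3 to 69.8), contained a match. Of the peaks found by both methods, 71.9% in the RELACS list (71.1 to 72.7) and 70.5% in the Traditional list (69.6 to 71.3) had one, while of the peaks found only by RELACS it was 48.4% (47.5 to 49.4) and of those found only by the traditional protocol 62.4% (60.5 to 64.3). With the RELACS peaks divided by rank into 4 groups of equal size, the highest-ranked group had a match in 73.5% and the lowest-ranked group in 44.2%. The median distance from the match to the summit was 25 bp for RELACS and 20 bp for Traditional peaks. The share depended on the score threshold: at a score reached by 0.1% of the flanking windows, 16.5% of the RELACS and 16.1% of the Traditional peaks had a match, and at a score reached by 10%, a setting chosen after the data were seen, 86.5% and 92.6%.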

Unsurprisingly, de-novo motif detection with MEME^29^ for the top 500 RELACS and ENCODE peaks also revealed the same CTCF motif, with E-values 3.3e−752 and 3.4e−714 respectively.

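The motif learned here from the RELACS peaks had the consensus GCCACCAGGGGGCGCCCGA, with 14.4 bits of information, and the motif learned in the same way from the Traditional peaks had the consensus GCCACCAGGGGGCGCTGGG on the opposite strand, with 14.1 bits. Aligned without an offset, the 2 matrices had a correlation of 0.987. The RELACS CTCF peak with the highest fold enrichment given by the authors, 138, lies on chromosome 1 (GRCh37, 11103 to 11674), between genes, and its best match is GCCAGCAGGGGGCGCCCTG at 11221 to 11239 on the minus strand. The RELACS peak ranked next, with a fold enrichment of 133, lies on chromosome 16 (60742 to 61232), 35175 bp from POLR3K, and carries the same 19 bases at 60902 to 60920. A peak on chromosome 2 (114361258 to 114362105), 22701 bp from RABL2A, followed with a fold enrichment of 126 and the match GCCAGCAGGGGGCGCTGGA at 114361770 to 114361788. The peaks on chromosomes 16 and 2 were also among the 3 highest of the Traditional list, with fold enrichments of 161 and 102, next to a peak on chromosome 12 (561971 to 563008), 6097 bp from B4GALNT3, with 122. Each of these 4 places was called by both methods.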

**Fig. 2:**
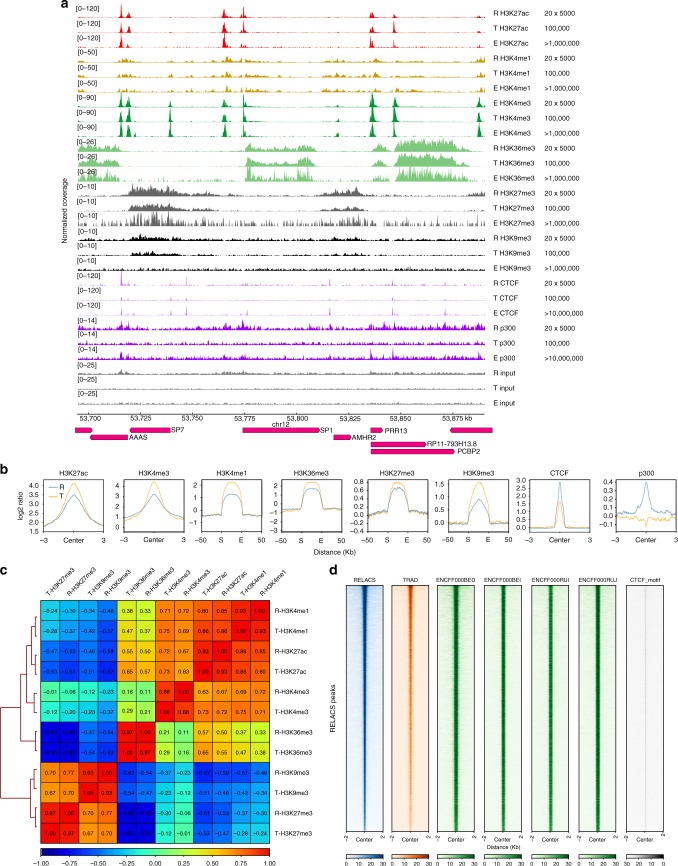
RELACS validation. Using the HepG2 cell line as a model system, we compare results from RELACS with those from traditional ChIP-seq methods. **a** Data tracks for 6 histone marks (H3K4me1, H3K27ac, H3K4me3, H3K36me3, H3K27me3, H3K9me3), transcription factor (CTCF), a co-factor (p300) and Input are shown. Marks prepared with RELACS, designated with an *R*, and a traditional method^5^ are designated with letter *T*. External reference tracks from the ENCODE project are denoted by letter *E*. For RELACS each track show the merged data from 20 × 5000 cells; for traditional protocol each ChIP track corresponds to 100,000 cells, while ENCODE used cell numbers ranging from 1 to 20 million cells. One percent of the chromatin was used to prepare Input samples. **b** Aggregated signal of RELACS and traditional ChIP are shown over peaks from ENCODE (see online methods). For sharp marks, we centered the profile around the annotated peak center and added 3 kb to either side. For broad marks, we scaled the regions to 50 kb and added a flanking region of 50 kb. **c** Pearson correlation of log2-ratios (ChIP/Input) for RELACS (R) and Traditional (T) samples. The correlation was computed for 10 kb bins. **d** Heatmap shows the the signal distributions around 16,092 CTCF peaks from RELACS data and various other references (RELACS: merged signal from 20 × 5000 cells, Traditional: 1 × 100,000 cells); ENCODE data (ENCFF000BED, ENCFF000BEI, ENCFF000RUI, ENCFF000RUJ: > 10 million cells). Additional heatmaps of other marks are shown in Supplementary Fig. 7

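In the window of Fig. 2a from AAAS to PCBP2 on chromosome 12 (GRCh37, 53701240 to 53874946), there were 3935 CviKI-1 sites, or 22.7 per kb, and no gap above 1000 bp. The RELACS list called 9 CTCF peaks here and the Traditional list 5, and all 5 of the latter overlapped a RELACS peak. For H3K27ac there were 12 RELACS and 13 Traditional peaks, and RELACS called 12 H3K4me3 peaks. H3K36me3 regions covered 100% of the window in the RELACS list and 63.7% in the Traditional list, H3K4me1 regions 100% and 92.1%, H3K27me3 regions 49.7% and 35.8%, and H3K9me3 regions 20.3% and 4.75%. Neither list had a p300 peak in the window.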

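The RELACS p300 list held 581 peaks with a q-value under 0.05. Of these, 314 (54.0%, 95% Clopper-Pearson interval 49.9 to 58.2) lay on decoy or unplaced sequences and 7 on the mitochondrial genome. On chromosomes 1 to 22 and X there were 259, and at a q-value of at most 0.01 the whole list held 554. The Traditional p300 list held 144 peaks, 113 of them on decoy or unplaced sequences. Of the RELACS p300 peaks on chromosomes 1 to 22, X and Y, 133 overlapped a RELACS H3K27ac peak (51.2%, 44.9 to 57.4), 121 a RELACS H3K4me3 peak (46.5%, 40.4 to 52.8) and 74 a RELACS CTCF peak (28.5%, 23.1 to 34.4). The 3 with the highest fold enrichment lay on chromosome 9 (GRCh37, 98637761 to 98638041, in an untranslated region of ERCC6L2) with 8.47, on chromosome 8 (55322656 to 55322870, 47625 bp from SOX17) with 7.92, and on chromosome 20 (34330236 to 34330524, 2 bp from RBM39) with 7.66, and none of them was in the Traditional list. Of the 3 Traditional p300 peaks with the highest fold enrichment, those at KMT2A on chromosome 11 (118306924 to 118307203) and FOXK2 on chromosome 17 (80550864 to 80551197) were in the RELACS list, and that at TRIO on chromosome 5 (14347185 to 14347384) was not.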

In the case of p300 we observe a good overall concordance of genome-wide signals with ENCODE (Supplementary Fig. 7b), but our stringent peak calling only identified a small number of peaks with significant enrichment over input control (q < 0.05). A much larger number of enriched regions was defined by ENCODE based on a comparison against rabbit-IgG control. In contrast to CTCF, we do not expect a single motif for co-factor p300 which can interact with multiple diverse DNA-binding factors. In our analysis, p300 peaks show generic preferences for GC rich regions (E = 4.6E−55) and might be targets for a large number of C2H2 zinc fingers (such as Sp1).

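The RELACS p300 peaks on chromosomes 1 to 22, X and Y had a median GC content of 49.0% (quartiles 39.7 and 64.3), where the genome has 40.9%. Draws of the same number of peaks from the other RELACS lists, 1000 from each, had a median of 51.9% for CTCF (range over draws 49.0 to 54.8) and 51.4% for H3K4me3 (49.0 to 54.1), both above the p300 median in every draw (two-sided permutation p = 0.002, the smallest that the draws can give). Draws from the H3K27ac list had a median of 48.2% (45.7 to 50.9) and did not differ from p300 (permutation p = 0.348). The median density of CviKI-1 sites in the p300 peaks, 13.95 sites per kb, was below that of the draws from all 3 lists, which was 22.2, 21.6 and 19.7 for CTCF, H3K4me3 and H3K27ac (permutation p = 0.002 for each). In the 500 bp around the summit in place of the whole peak, the median was 22.0 sites per kb for p300, CTCF and H3K27ac alike and 26.0 for H3K4me3, so that p300 was then lower than H3K4me3 only, and the GC content was 49.8% for p300, 50% for CTCF, 49% for H3K27ac and 54.2% for H3K4me3 (no test was made in these windows).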

### Restriction site depletions have only small effects on ChIP

An analysis of the distribution of distances between restriction sites shows that 6088 regions in the human genome, hs37d5, have gaps larger than 1000 bp (Supplementary Fig. 8a). 

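The deposited lists of restriction sites were compared with a search for the site in the reference sequence, and every position was found by both. A gap was measured from the start of a site to the start of the next, less the unknown bases between them. On the human chromosomes and the mitochondrial genome of GRCh37 there were 6090 gaps above 1000 bp, with a median length of 1171 bp, of which 5502 were shorter than 2000 bp and 34 longer than 5000 bp. The number depends on the threshold, with 173328 gaps above 500 bp and 588 above 2000 bp, and is 6318 when unknown bases are counted. No sampling is involved, so these counts have no error.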

The mouse genome, mm10, has 3695 restriction site gaps larger than 1000 bp. 

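On the mouse chromosomes and mitochondrial genome of GRCm38, 3710 gaps exceeded 1000 bp, with a median length of 1122 bp and 12 above 5000 bp. The longest, 86485 bp, lies on chromosome Y (4072070 to 4158550) between genes, 288803 bp from Gm3376, and the next, 9805 bp, on chromosome 7 (64473079 to 64482879), 18827 bp from Apba2.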

Sequence fragments derived from such gaps (or longer) would not be observable with current Illumina sequencing technology, and any ChIP-seq signal in such gaps will not be detectable. Therefore the RELACS method is blind to 0.29% and 0.18% of the human and mouse genome, respectively. 

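The gaps above 1000 bp added up to 8495427 bp in GRCh37, which is 0.274% of the whole assembly and 0.297% of its known sequence. In GRCm38 they added up to 4767021 bp, 0.175% of the assembly and 0.180% of the known sequence. Without subtracting unknown bases, which merge into site-free stretches, the shares would be 5.09% and 0.703%. From the length of the gaps, the paper concludes which part of each genome the method cannot observe.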

In practice, long gaps tend to occur in heterochromatin and repetitive genome regions (Supplementary Fig. 8b). 

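Known sequence inside the human gaps had a GC content of 34.0%, against 40.9% in the genome, and 1.10% of it lay in perfect repeats of units of at most 6 bp, against 0.357%. In the mouse gaps the GC content was 38.1% against 41.7%, the share of such repeats 6.67% against 1.27%, and the share of bases masked as repeats in the reference 56.5% against 36.4%. Protein-coding genes held 30.6% of the human gap length and 45.7% of the genome, and exons of any gene 1.63% and 5.47%. Of the H3K9me3 regions called in HepG2, the Traditional list covered 40.9% of the gap length and 27.4% of the genome, and the RELACS list 3.54% of the gap length and 31.7% of the genome.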

As might be expected, some H3K9me3 enriched regions are lost in localized restriction gaps, but ChIP-seq signals from repressed chromatin usually spread much larger regions (Supplementary Fig. 8d). This requires more care and robust algorithms to detect larger domains that span intermittent gaps of low mappability. 

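A gap above 1000 bp overlapped 1113 of the 35522 Traditional H3K9me3 regions, or 3.13% (95% Clopper-Pearson interval 2.95 to 3.32), close to the mean of 2.98% over random placements of equal width (two-sided permutation p = 0.0599). It overlapped 971 of the 87607 RELACS H3K9me3 regions, or 1.11% (1.04 to 1.18), against 2.07% at random (permutation p = 0.002, the smallest that 1000 placements can give). Because the paper holds signal inside such gaps to be undetectable with RELACS, the lower share in the RELACS list does not show that H3K9me3 avoids them. The 2 lists differed in this share with an odds ratio of 0.346 (Fisher's exact test between these lists, p = 1.47e-123). The direction for the Traditional list depends on the definition of the overlap. With gaps above 500 bp, its share was 33.0% and lay below the 37.8% of random placements (permutation p = 0.002), but it lay above them with gaps above 2000 bp (0.541% against 0.323%, permutation p = 0.002), with at least 50% of the region inside gaps (0.177% against 0.0803%, permutation p = 0.002) and in the central 500 bp (0.467% against 0.382%, permutation p = 0.0160).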

Notice that this is a common problem for all signal analyses in heterochromatin. For sharp marks only a very few regions are affected by restriction site depletion, as illustrated for CTCF (Supplementary Fig. 8c) and summarized for all marks of this study (Supplementary Fig. 8d).

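Of the sharp RELACS regions on chromosomes 1 to 22, X and Y, a gap above 1000 bp overlapped 9 CTCF peaks (0.0400%, 95% Clopper-Pearson interval 0.0183 to 0.0760), 5 H3K27ac peaks (0.00796%, 0.00258 to 0.0186), 5 H3K4me3 peaks (0.0116%, 0.00376 to 0.0270) and 1 p300 peak (0.385%, 0.00974 to 2.12). Random placements of equal width gave 0.329%, 0.480% and 0.523% for CTCF, H3K27ac and H3K4me3, and the observed share was lower for each (two-sided permutation p = 0.002, the smallest that 1000 placements can give), while for p300 the random mean was 0.297% (permutation p = 1). According to the paper, signal inside such gaps cannot be detected with RELACS. A lower share in the RELACS lists is therefore largely fixed by the method and does not show that the marks avoid gaps. The Traditional lists are not limited in this way. In these lists, 35 CTCF peaks (0.239%, 0.167 to 0.332) overlapped a gap, not different from the random mean of 0.336% (permutation p = 0.0559). For Traditional H3K27ac it was 98 peaks (0.132%, 0.107 to 0.161), fewer than the 0.499% at random (permutation p = 0.002). Fisher's exact test between the lists of the methods, which compares these lists only, gave an odds ratio of 0.167 for CTCF (p = 7.30e-08) and 0.0603 for H3K27ac (p = 3.17e-20). Of the 31 Traditional p300 peaks, 19 overlapped a gap (61.3%, 42.2 to 78.2) against 1.13% at random, but 16 of the 31 lay on chromosome Y, 13 of them with a gap. On chromosomes 1 to 22 and X alone, a comparison chosen after the data were seen, 6 of 15 Traditional p300 peaks overlapped a gap (40%, 16.3 to 67.7, against 0.433% at random, permutation p = 0.002) and 19 Traditional CTCF peaks did (0.130%, against 0.334%, permutation p = 0.002). The intervals treat peaks as independent, which neighbouring peaks need not be. Among the broad marks, the share in RELACS and Traditional regions was 8.17% and 13.8% for H3K27me3, 6.43% and 5.44% for H3K36me3, and 3.88% and 2.44% for H3K4me1. The shares depend on the threshold, and above 2000 bp the Traditional CTCF share of 0.143% lay above the 0.0631% of random placements (permutation p = 0.002). From the small number of affected regions, which it also summarizes for ENCODE peaks, the paper reasons that sharp marks are little limited by restriction site depletion.

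**Figure D3:**
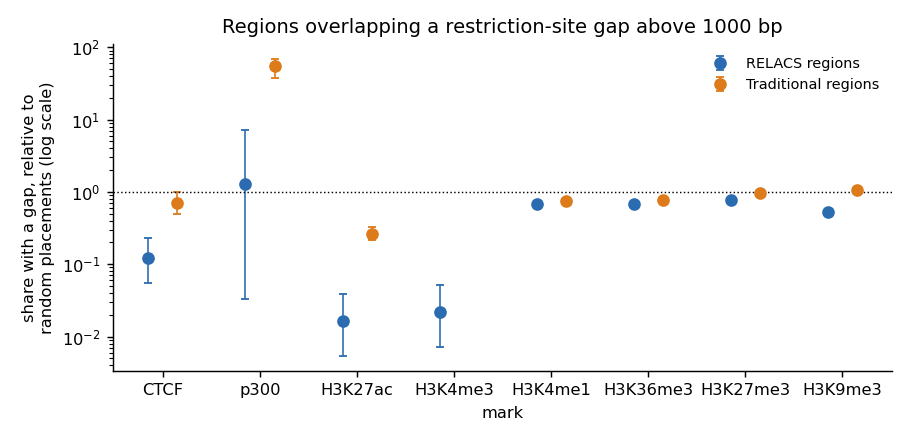
Share of called regions that overlap a restriction-site gap above 1000 bp, divided by the mean share of 1000 random placements of equal width (y axis, log scale), for RELACS (blue) and Traditional (orange) regions of each mark (x axis). Bars are 95% Clopper-Pearson intervals of the observed share on the same scale and the dotted line marks the random mean, which the RELACS H3K27ac value of 0.0166 lies far below and the Traditional p300 value of 54.1 far above.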

### RELACS works reliably with low cell numbers

Barcoding of chromatin before any further treatment facilitates pooling of scarce samples prior to ChIP, as previously shown^2,3^. Such pooling results in sufficient material for immunoprecipitation and quality controlling, which is typically only possible given samples with abundant material. Here we tested the sensitivity limits of RELACS by barcoding seven replicates with 10,000, 1000, or 100 HepG2 cells each and compared the ChIP-profiles around known target regions. We found that RELACS can produce robust and reproducible profiles down to 100 cells for histone marks and 1000 cells for transcription factors, beyond which the signal-to-noise ratio deteriorates (Fig. 3). To quantify signal reduction with decreasing cell numbers, we computed the fraction of reads that overlap ENCODE annotated peak regions and found that it ranges from 60% for 100,000 cells to 20% for 100 cells (Supplementary Fig. 9a). Simple peak calling with default parameters generates consistent regions between the traditional protocol with 100,000 cells and the RELACS protocol with only 1000 cells (Supplementary Fig. 9b).

**Fig. 3:**
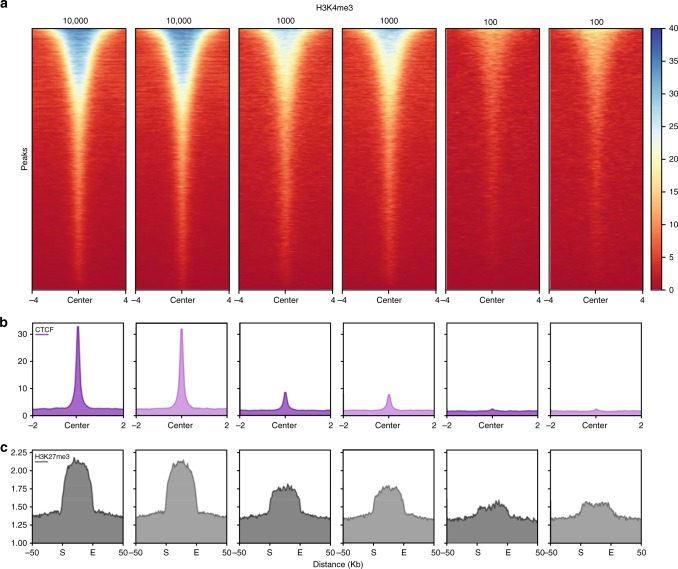
RELACS sensitivity using low cell numbers. Comparison of RELACS results using 10,000, 1000 and 100 HepG2 cells as starting material. For each cell number, 7 technical replicates were barcoded and pooled for ChIP-seq and computationally demultiplexed before analysis. This figure shows two selected replicates from two individual barcodes for each cell number. The top heatmap (**a**) shows the 1×-normalized read coverage for the H3K4me3 histone mark at its respective ENCODE peaks. The coverage is shown centered at the peak with 4 kb flanks on each side. Similarly, for CTCF (**b**) the normalized coverage at the peak center shown together with 2 kb flanking regions. For H3K27me3 (**c**) normalized coverage at each ENCODE peak is scaled to 50 kb (S: start position; E: end position) and flanking 50 kb are shown

### RELACS multiplexed over tissues

We applied RELACS to barcode nuclei from 8 different mouse tissues and two biological replicates for a total of 16 × 25,000 cells per ChIP. For each histone mark (H3K36me3, H3K27ac, and H3K27me3) and insulator CTCF only a single ChIP on pooled-and-barcoded nuclei was performed for maximal simplicity and comparability (Fig. 4a). After sequencing, the pooled samples were demultiplexed according to the nuclear barcodes to assign all reads to their tissues of origin. For the histone marks, we observed high-quality enrichment profiles (Fig. 4b) and mapping rates, duplication rates and the FRiP scores (Supplementary Data 2). Our results are highly reproducible, as seen by clear replicate clustering in PCA plots for all analyzed histone marks (Fig. 4c). Importantly, the observed differences between pairs of tissues correspond to biological expectations. This is particularly pronounced for changes in the elongation mark, H3K36me3, over gene bodies and there is a clear enrichment for genes in the respective tissue (Fig. 5). The same analysis for CTCF was more challenging because of a much higher duplication rate (>50%) and a reduced number of usable fragments for further analysis, because at this point we cannot distinguish between technical PCR artefacts and duplicates that emerge by chance from narrow genomic regions. Nonetheless, we also see a clear signal of CTCF around known target sites (Supplementary Fig. 10). As shown in Supplementary Fig. 11, the incorporation of unique molecular identifiers (UMI) will help to retain a larger fraction of duplicates, especially in highly occupied regions such as CTCF peaks, but we leave this for future investigations.

**Fig. 4:**
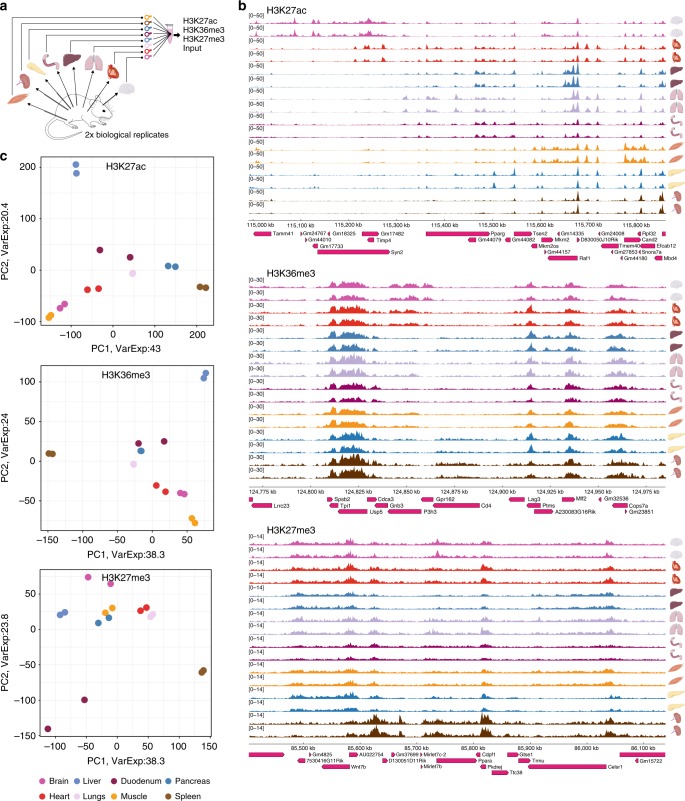
Analysis of multiple tissues and biological replicates in a single ChIP. **a** Schematic representation of the high-throughput RELACS ChIP-seq experiment. Eight mouse organs (brain, heart, lungs, liver, duodenum, pancreas, spleen, skeletal muscle) were extracted from two wild-type mice. Organs were independently homogenized, fixed, and nuclei were extracted. After chromatin digestion inside intact nuclei, different hairpin nuclear barcodes were used to mark nuclei extracted from each organ. After barcoding nuclei were pooled and lysed to release chromatin. Chromatin was split to investigate three histone modifications (H3K27ac, H3K36me3, H3K27me3) plus input for normalization control. Spleen icon is licensed under the Creative Commons Attribution 4.0 International license (Author: DataBase Center for Life Science (DBCLS), Source: http://togotv.dbcls.jp/ja/togopic.2014.20.htmL). Mouse icon is licensed under Creative Commons Attribution-Share Alike 4.0 International license (Author: Gwilz, Source: self-published work). **b** Tracks of three different histone marks (H3H27ac, H3K36me3, H3K27me3) with 8 different mouse tissues derived from two biological replicates are shown. To generate each track 25,000 cells have been used. **c** Principal component analysis illustrates a clear and consistent separation of tissues for all three histone marks where more than 60% of variation is explained (VarExp in the figure) by the first two components. Cases where only one replicate is visible indicate perfect overlap within the limits of resolution

**Fig. 5:**
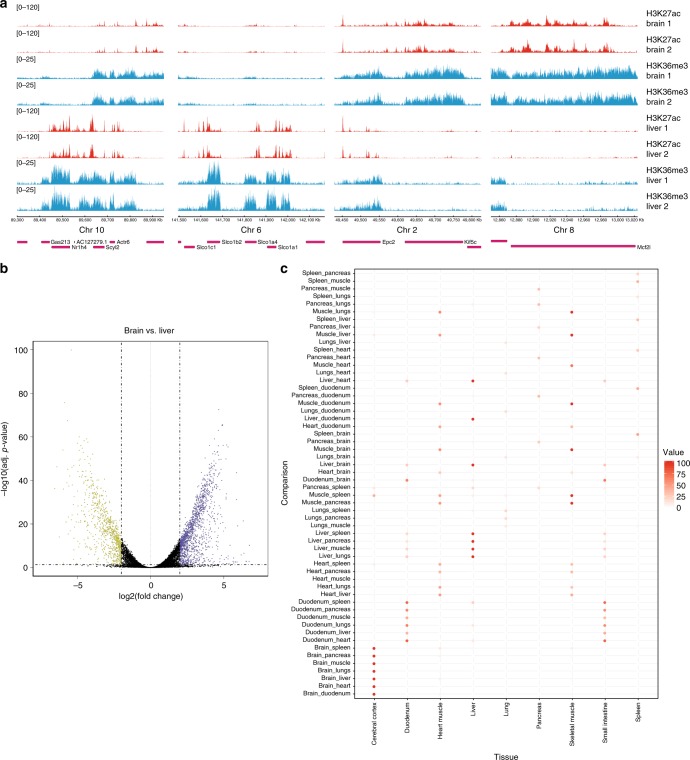
Differential analysis of histone marks in mouse tissues. **a** For 4 selected loci we show examples of differential histone marks between replicated samples from mouse brain and liver samples. Red tracks denote H3K27ac signal and green tracks are for the elongation mark H3K36me3. **b** The volcano plot illustrates the outcome of DESeq analysis of H3K36me3 read counts over annotated genes and identifies 3877 (2323) genes with increased (decreased) binding in brain vs. liver. An enrichment analysis of those gene sets reveals a highly significant enrichment in the respective tissue (*p*-value < 10^–100^). **c** Generalizing this enrichment analysis to gene sets from all pairwise comparisons (y-axis) we find the strongest enrichments always in the expected tissue. For visualization purposes, we have color-coded the enrichment score, −log_10_(*p*-value), and set a threshold of 100. Higher scores (lower *p*-values) are mapped to 100

A control sample (input) is prepared for each ChIP experiment, which not only accounts for the usual biases in the protocol, but also faithfully conveys the differences in initial sample amount and barcoding efficiency. ChIP signals of each multiplexed sample can, therefore, be normalized against their respective input controls and signals between samples can be quantitatively compared. Using multiplexed H3K36me3 ChIPs and inputs on identical HepG2 samples, we show that we can reproduce the relative scaling factor (which should be 1) within 10% (Supplementary Fig. 12a). This same procedure is then applied to multiplexed tissues, to allow proper normalization and quantitative comparisons between them (Supplementary Fig. 12b). Notice that this is an alternative to the spike-in of chromatin from other species chromatin to starting chromatin as proposed by^30^. In some cases (e.g. brain), we observe consistently high scaling factors, indicating that these tissues may have overall higher levels of H3K36me3 compared to others.

## Discussion

We have introduced an ultra-parallel and highly standardized approach to the generation and analysis of ChIP-seq data. It can be established easily in any molecular biology lab without specific specialized equipment. Compared to MNase-based protocols (e.g., Mint-ChIP^3^), RELACS is simpler, as it does not need strict control of MNase concentrations to prevent overcutting open chromatin regions and to ensure result consistency^31^. Unlike Mint-ChIP, it can also be applied to fixed samples, allowing profiling of transcription factors and co-factors easily lost by native ChIP approaches. The ability to label and pool large number of samples opens up the possibility to conduct controlled ChIP-seq experiments with very small cell numbers. We have obtained reliable and reproducible histone profiles for as few as 100 cells and transcription factor profiles from 1000 cells. We do not exclude the possibility that ChIP using even lower cell numbers can be performed, by merging a higher number of barcoded small cell populations, or by adding un-barcoded carrier chromatin prior to immunoprecipitation (to reduce the noise associated with low input samples)^10,32^.

Compared to the iChIP protocol^2^ for small cell numbers, RELACS uses intact nuclei throughout chromatin fragmentation and barcoding. This eliminates the need for an additional ChIP step just to purify chromatin prior to barcode ligation. As a result, RELACS provides a simple and highly standardized workflow for all cell types and a wide range of sample and cell numbers.

We have carefully investigated the potential limitations and biases due to the restriction site based RELACS methodology. Overall, the genome coverage at a given sequencing depth is comparable to a traditional approach, with slightly reduced coverage of the heterochromatic region and repetitive regions (due to reduced cutability and accessibility) and concomitantly increased coverage of many types of open regions. As with all other ChIP-seq protocols, we also observe a bias towards open chromatin^33^, where most of the studied marks are located (active histone marks, CTCF, p300). These biases are accounted for by using input controls, which is already done in standard algorithms for peak calling. For transcription factors (CTCF) the RELACS protocol is more sensitive, and for co-factor p300 only the RELACS method was able to obtain a signal in known target regions. Importantly, for sharp marks, we achieved the same resolution as with sonication-based methods. In our analyses with extremely small cell numbers (<1000 cells) and sharp marks (CTCF), we observed a clear reduction in library complexity, which results in high duplication rates at a given sequencing depth. In this work, we have aggressively filtered and removed all duplicate alignments, or utilized UMI to distinguish technical PCR duplicates from biological duplicates derived by restriction digestion.

Given the broad applicability of RELACS (universality across tissues, cell numbers, histone or transcription factor ChIP-seq), we propose that it can be used as a reference protocol for the ultra-parallel handling of limited clinical samples and large-scale comparative studies. Although we have applied RELACS to multiple mouse tissues, the protocol is also compatible with more stringent purification techniques (e.g., nuclear sorting), allowing the production of epigenetic profiles from any combination of samples. Moreover, the protocol could also be integrated into other assays, such as DNA methylation analysis or chromatin conformation studies. The intra-nuclei chromatin barcoding strategy paves the way for combinatorial barcoding strategies, similarly to recent developments^20–22^, used for single cell ChIP-seq analyses.

## Methods

### Cell culture

HepG2 liver hepatocellular carcinoma (ATCC, HB-8065^TM^) were cultured in Eagle’s minimal essential medium (EMEM, Lonza, 06-174) supplemented with 10% fetal bovine serum (Sigma), 2 mM L-glutamine (Lonza), 1.8 mM CaCl_2_, 1 mM sodium pyruvate (Lonza) and penicillin–streptomycin mixture (100 units/mL, Lonza), at 37 °C at 5% CO_2_ in 10 cm plates, up to 80% confluency. S2 cells were provided by Asifa Akhtar’s lab (MPI-IE) and were cultured in Express Five SFM (Thermo Fisher Scientific) supplemented with glutamax, at 27 °C.

### Mouse tissues

Experiments were performed on two 9 week-old wild-type (WT) FVB/NJ littermate male mice. Mice were euthanized using carbon dioxide (CO_2_) before organ extraction. Dissected organs have been placed in room temperature D-MEM prior to fixation. All animal studies were performed with the approval of the local authority (Regierungspräsidium Freiburg, Germany).

### Cell fixation for cell line and tissues

Adherent HepG2 and S2 cells were fixed in 1% methanol-free formaldehyde (Thermo Scientific, 28906) in D-MEM (for HepG2 cells) or Express Five SFM (for S2 cells) for 15 min at room temperature under gentle shaking. Formaldehyde was quenched for 5 min by adding 125 mM glycine final concentration. Cells were rinsed twice with ice-cold PBS, harvested by scraping and pelleted (300 g, 10 min, 4 °C). For tissues, a small portion of each organ was finely chopped. Organ fragments were transferred into a Dounce homogenizer (loose pestle), covered with 1 mL of 1% formaldehyde in D-MEM, and dissociated with 3–4 strokes, followed by 15 min incubation at room temperature. During incubation, the tissue suspension was filtered using a nylon 70 µM cell strainer (Falcon, 352350) to remove larger debris. 125 mM glycine final was added to the sample and the suspension was pelleted for 5 min at 500 g. Cell pellets were washed twice in PBS supplemented with a protease inhibitor cocktail (Roche, 11873580001) and aliquoted. Fixed cell pellets were stored at −80 °C until further usage.

### Chromatin preparation (sonication-based protocol)

Chromatin from HepG2 fixed cell pellets was prepared with the standardized method used for DEEP/IHEC consortia epigenome production, as previously described^5^. Briefly, nuclei were extracted using sonication (NEXSON) under these sonicator parameters: 75 W peak power, 2% duty factor, 200 cycles/burst, for 90 s of treatment (Covaris E220 and 1 mL tubes, cat. No. 520130). Nuclei were pelleted, followed by sonication in shearing buffer (10 mM Tris-HCl pH 8, 0.1% SDS, 1 mM EDTA) using these sonicator parameters: 140 W peak power, 5% duty factor, 200 cycles/burst, 15 min of treatment, 1 mL tubes. A chromatin aliquot was de-crosslinked, purified, and quality controlled for DNA concentration (Qubit DNA HS, Invitrogen, Q32851) and size distribution using capillary electrophoresis (Fragment Analyzer, NGS 1-6000 hs DNA kit).

### Nuclear barcodes construction

The sequence of hairpin barcode adapters is reported in Supplementary Table 2. Ultramer oligonucleotides were purchased from IDT (Integrated DNA Technology). Lyophilized oligos were resuspended in annealing buffer (10 mM Tris-HCl, pH 8, 50 mM NaCl, 1 mM EDTA) to a final 100 mM concentration. Prior to hairpin formation, oligos were diluted to 15 mM in annealing buffer. For annealing, diluted oligos were heated at 95 °C for 2 min in a thermoblock and afterward switched off and slowly cooled down to room temperature.

### RELACS barcoded chromatin preparation

RELACS involves these key steps: nuclei extraction using sonication, nuclei swelling, nuclei digestion, nuclei wash, nuclei barcoding, nuclei pooling, and chromatin release.

### Nuclei extraction by sonication (NEXSON)

Formaldehyde-fixed pellets were resuspended in 1 mL of lysis buffer (10 mM Tris-HCl pH 8, 10 mM NaCl, 0.2% Igepal) supplemented with 1× protease inhibitor cocktail (Roche, 11873580001). Nuclei were extracted by sonication using the NEXSON approach^5^. For all cell types, parameters for nuclei extraction were the following: 75 W peak power, 2% duty factor, 200 cycles/burst, 1 mL tubes (cat. No. 520130) using the Covaris E200 sonicator. Treatment time was stopped when nuclei extraction was satisfactory (over 70% of isolated nuclei). The following treatment times was used: 60–120 s (HepG2), 30 s (S2 cells), 45 s (liver, brain, spleen, lungs, skeletal muscle, duodenum), 30 s (pancreas, heart). After nuclei extraction, a small aliquot of nuclei was set aside to estimate DNA concentration and cell number from tissue samples: for this purpose, nuclei aliquots were shortly sonicated, de-crosslinked and DNA was purified using columns.

### Nuclei swelling

Approximately 500,000 nuclei were pelleted (1000 × *g*, 5 min), resuspended in 50 µL of 0.5% SDS and incubated at room temperature for 10 min. SDS was quenched adding 25 µL of 10% Triton X-100 and 145 µL of water. 25 µL of restriction enzyme buffer (CutSmart, NEB B7204S) and 2.5 µL of 100× protease inhibitor cocktail was added prior to enzyme incubation.

### Nuclei digestion

Five units of the restriction enzyme CviKI-1 (NEB, R0710S) were added to every 100,000 nuclei. Samples were digested for 16 h at 20 °C in a thermomixer under shaking (800 rpm). Note that the restriction endonucleases (used in RELACS) lack exonuclease activity and are easier to titrate upon variation of the input material. The same amount of enzyme (20 U) can be used to digest approximately 10,000 to one million fixed cells without affecting chromatin quality and ChIP.

### Nuclei wash

Restriction enzymes were removed by pelleting the nuclei (1000 × *g*, 5 min) and then washing in 200 µL of nuclei wash solution (10 mM Tris-HCl, pH 8, 0.25% Triton X-100, 0.1 mg/mL BSA). At this stage 10–20 µL of nuclei were set aside for digestion quality control. Remaining nuclei were pelleted down and resuspended in 10 mM Tris-HCl, pH 8 (25 µL per 100–100,000 nuclei) for barcoding.

### Nuclei barcoding

Digested chromatin inside nuclei was end-repaired and A-tailed using end-repair and A-tailing components from NEBNext Ultra II DNA library preparation kit (E7645L, NEB) with the following modifications, to enhance efficiency and to reduce handling volumes: 1.5 µL of end prep enzyme mix and 3.5 µL of reaction buffer were added to each 25 µL digested nuclei aliquot. Samples were mixed and incubated at 20 °C for 30 min followed by heat inactivation at 65 °C for 5 min. 1.2 µL of hairpin adapter nuclear barcodes were added to each sample. Ligation of barcodes to A-tailed chromatin was performed using components from NEBNext Ultra II DNA library preparation kit, with the following modifications: per sample 15 µL of ligation master mix and 0.5 µL of ligation enhancer were added, followed by 15 min incubation at 30 °C and 15 min incubation at 20 °C. Barcoding efficiency is consistent between 100 and 500,000 nuclei using an unmodified protocol.

### Nuclei pooling and chromatin release

Ligase was inhibited by adding 4.7 µL of 3 M NaCl into each well. All barcoded nuclei were pooled and pelleted down (5000 × *g*, 10 min, 20 °C). The supernatant was removed and re-centrifuged at a higher speed to increase recovery (11000 × *g*, 5 min, 20 °C). Nuclei pellets were combined and resuspended in shearing buffer (10 mM Tris-HCl pH 8, 0.1% SDS, 1 mM EDTA; approx. 130 µL per up to 500,000 nuclei maximum). Chromatin was released by sonication-assisted nuclei lysis by treating the samples for 5 min using these parameters: peak power 105 W, 2% duty factor, 200 cycles/burst, Covaris microtubes (520052), Covaris E220 sonicator. This barcoded chromatin was subsequently used for ChIP.

### Digestion quality control

ChIP elution buffer (10 mM Tris-HCl, pH 8, 1 mM EDTA, 1% SDS) was added to each nuclei aliquot to a final 100 µL volume. Samples were de-crosslinked and deproteinized by adding 4 µL of 5 M NaCl, 2 µL 10 mg/mL DNase-free RNase A and 2 µL of 20 mg/mL proteinase K and incubating 30 min at 37 °C followed by 65 °C incubation for a minimum of 2 h. Samples were purified using Qiagen PCR purification kit columns. DNA was quantified using a Qubit DNA HS kit and fragment size distribution monitored by capillary electrophoresis. Cell number for tissue samples was estimated from the total DNA amount, taking into account that each mouse diploid cell contains approximately 6.6 pg of DNA.

### Antibodies

The following antibodies targeting histone modifications were used for ChIP-seq (1 μg per ChIP for cell numbers below 100,000, 2 μg per ChIP for cell total cell numbers per ChIP below 250,000): anti-H3K27ac (C15410196, lot A1723–041D), anti-H3K4me3 (C15410003, lot A5051–001P), anti-H3K4me1 (C15410194, lot A1863–001D), anti-H3K36me3 (C15410192, lot A1847–001P), anti-H3K9me3 (C15410193, A1671–001P), anti-H3K27me3 (C15410195, lot A1811–001P), all from Diagenode. Transcription factors antibodies: CTCF (3 μg/ChIP, Abcam, ab70303), p300 (10 μg/ChIP, Santa Cruz, sc-585).

### ChIP

RELACS or sonication-based chromatins were diluted 1:2 in 1× buffer iC1 from iDeal ChIP-seq kit for histones (Diagenode, C01010173) and supplemented with 1× protease inhibitor cocktail (Roche complete EDTA-free, 11873580001). Diluted chromatin was divided into 200 µL aliquots and the antibody of interest has been added. For transcription factor ChIP, an additional 2.6 µL of 5 M NaCl was added to each ChIP to adjust the final salt concentration to 140 mM. Automatic ChIP was performed using the SX-8G Compact IP-Star platform (Diagenode), immunoprecipitation buffers from the iDeal ChIP-seq kit for histones and A-conjugated magnetic beads (Diagenode, C03010020). The following IP-Star pre-programmed parameters were used for automated ChIP: indirect ChIP method, 200 µL ChIP volume. Immunoprecipitation was carried out by incubating chromatin with the antibody for 10 h at 4 °C. Immunocomplexes were captured by protein-A conjugated magnetic beads (3 h of beads incubation at 4 °C) and washed four times using iDeal 1–4 wash buffers (5 min of incubation at each wash). After ChIP, eluates were recovered manually, RNase A-treated, de-crosslinked and deproteinized for 30 min at 37 °C and 4 h at 65 °C. DNA was purified using Qiagen MinElute columns (Qiagen, 28006) with a final elution in 20 µL.

### Library amplification for RELACS ChIP-seq samples

18 µL of RELACS ChIP DNA was mixed together with 25 µL of PCR master mix from NEBNext Ultra II DNA library preparation (E7645L, NEB), 3 µL of USER enzyme and 2 µL of 10 μM universal PCR primer. 2 µL of 10 μM indexed primers were added to each respective ChIP. Hairpin adapters were opened by a 15 min incubation at 37 °C. 12 PCR cycles were used for enrichment of ligated fragments using the following program: hot start 98 °C 30 sec. Amplification: 98 °C 10 sec, 65 °C 75 sec. and a final extension at 65 °C for 5 min. PCR-amplified samples were purified twice using Ampure XP beads (Beckman Coulter) at 0.9 and 1× ratio.

### Traditional ChIP-seq library preparation

For each library, 1–5 ng of purified ChIP DNA was used. Libraries were prepared using the NEBNext Ultra II DNA Library Prep kit for Illumina (E7645L, NEB) with the following modifications. After adapter ligation, size selection was omitted and adapter-ligated fragments were purified using AMPure XP beads (Beckman Coulter) at 1× ratio. USER enzyme treatment was performed together with PCR enrichment using the following program: 15 min incubation at 37 °C, hot start 98 °C for 30 sec., then 12 cycles of 98 °C for 10 sec and 65 °C for 75 sec. A final extension was done at 65 °C for 5 min. Amplified libraries were purified twice using 0.9 and then 1× Ampure XP beads.

### Library quality control and sequencing

All libraries were quality-controlled for DNA concentration (Qubit DNA HS, Invitrogen, Q32851) and size distribution (capillary electrophoresis Fragment Analyzer, NGS 1-6000 bp hs DNA kit). Adapter-cleaned libraries were normalized to the desired molarity and then pooled accordingly with a 10% PhiX spike-in. Library pools were denatured and prepared for instrument loading following Illumina guidelines. Samples were sequenced paired-end with a read length of 75 bp on an Illumina HiSeq 3000 instrument.

### Demultiplexing, mapping, and quality control

Using an in-house written script the sequences were demultiplexed. Sequences without barcode or having more than one mismatch between barcodes on each paired-end mate were discarded from further analysis. HepG2 reads were mapped to the hs37d5 reference human genome and mouse reads were mapped to mm10 reference genome. snakePipes DNA-mapping workflow v0.3.2.1 (https://zenodo.org/badge/latestdoi/54579435) was used to compute quality controls using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), trim the reads using TrimGalore! (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and align the reads using bowtie2–2.2.8^34^ with the following configurations: -X 1000 --local --fr --rg. Next, duplicate reads and insert size distributions were determined using picard-1.136. Additional quality metrics were generated using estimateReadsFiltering from deepTools^35^ v3.0. MultiQC/1.3^36^ was then used to selectively combine the outputs from the above steps (Supplementary Data 1–4).

### Filtering and normalization

Coverage and normalization to the input was obtained using deepTools-2.5.4, bamCoverage (--normalizeTo1x 2451960000, --extendReads, --ignoreDuplicates, --blackListFileName) and bamCompare (--missingDataAsZero, --skipZeros, --blackListFileName) respectively. Blacklists for mouse and human were obtained from the ENCODE project^37^. The human blacklist (http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeMapability/) was supplemented with unplaced contigs and decoy sequences from the 1000 genome projects. FRiPs scores were obtained using deepTools/plotEnrichment^35^. In all downstream analyses, duplicates and blacklisted regions were removed, and all results were computed using fragments (parameter --extendReads).

### Visualization

Genome track plots were generated using the normalized bigWig files returned from bamCompare using deepTools/pyGenomeTracks (http://github.com/deeptools/pyGenomeTracks). All heatmaps and profiles were generated using deepTools. Sharp marks (CTCF, p300, H3K4me3, H3K27ac) were aligned around the center of the peak (computeMatrix reference-point), while other marks were considered broad and scaled to the region (computeMatrix scale-regions). In each case, flanking regions were added to show the signal away from enriched regions. computeMatrix was executed with the following parameters: --missingDataAsZero, --skipZeros, and --blackListFileName, while flanking regions (-a,-b) were defined according to the nature of the mark (broad 50 kb, narrow 3 kb).

### PCA plots

Principal component analysis was performed on the log2 ratio of the ChIP to the input (bigWig). First, for each sample a genome-wide coverage was computed in windows of 10 kb (deepTools/multiBigwigSummary bins, bs = 10000) and blacklisted regions were filtered. In R/3.4.1, prcomp was used to compute the PCA over the top 5000 most variable bins.

### Identification of restriction site position

Restriction sites were identified using the Bio.Restriction package from Biopython on the human assembly GRCh37 and mouse assembly GRCm38. In total, 44,340,181 sites and 39,483,329 sites were identified, respectively.

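In the deposited lists, 44246147 sites lay on the human chromosomes and the mitochondrial genome of GRCh37, which hold 2858674662 bases of known sequence, and 39411757 on those of GRCm38, which hold 2647537730.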

### Computation of restriction site bias

To identify if restriction site frequencies varied at different genomic regions, we computed the overlap between the total set of restriction sites and the different chromatin states for HepG2^38^ using coverageBed from bedtools2/2.27.0^39^. The number of restriction sites per kbp was then computed using the sum of all observed overlaps divided by the sum of the respective peak length in kbp.

### Computation of RPKM for ChIPs

Read enrichment in HepG2 was assessed via FRiP scores. First, using deeptools/plotEnrichment (--extenReads --ignoreDuplicates), the fraction of reads, that fall into peaks was computed and obtained as a percentage. The FRiP scores were divided by the fraction of the genome falling into peaks and then multiplied by 1 M to obtain RPKM values that are comparable across regions.

### Peak calling

Sharp peaks were identified using MACS2/2.1.0^27^, with the following parameters: -f BAM, --nomodel, -g 2900338458. The parameter --extsize was given as the median fragment length computed using Picard. For broad marks, enriched regions were called using histoneHMM/histoneHMM_call_regions.R^28^ with bin size = 750 and -P 0.1.

### Peak compilations

Human peak annotations were obtained from ENCODE projects (GSM1003519, GSM733685, GSM733737, GSM733743, GSM733754, GSM798321, GSM803499, GSM822287, GSM935545). Peaks in blacklisted regions were removed and overlapping regions were merged. For broad marks (H3K4me1, H3K36me3, H3K27me3, H3K9me3), regions shorted than 1000 bp were discarded as the frequently denote intermittent enrichments in much larger domains. Peak annotations for 18 different mouse cell types were obtained from the group of Bing Ren^40^: http://chromosome.sdsc.edu/mouse/download.htmL. We used the liftOver tool to convert this data from mm9 to mm10 and merged peaks of the same type (e.g. CTCF) if they were within 20 bp of each other. Finally, we only used merged peaks that were present in at least 2 cell types.

### Motif analysis

We annotated the human genome (hs37d5) with the CTCF motif matrix (MA0139.1) defined by the JASPAR database^41^. This motif was converted into a position-specific score matrix and a position-specific energy matrix, as described in^42^. The TRAP program was used to predict the binding affinity of CTCF for bins of 50 bp quantitatively. The same software was used to predict also binary motif instances using a pre-calculated (balanced) score threshold of 6.05. The latter was used to calculate the fraction of CTCF peaks harboring a motif, while the logarithm of the predicted affinity is used for visualization of binding strength in heatmaps (Fig. 2d).

### Differential analysis of histone marks

For the analysis of differential histone maps in mouse tissues we used a list of all protein-coding genes from Ensembl GRCm38 (release 91) and counted the reads of histone marks over those gene bodies, using bedtools multicov^39^. The corresponding count matrix was used as input for DESeq2 version 1.20.0^43^. At the same time, we have used Input-control data to generate another count matrix from which we estimate the appropriate size factors to be used for further DESeq analysis of histone marks. Analysing all pairwise contrasts among the 8 selected tissues with strict thresholds (q < 0.05 and abs(log2-fold change)>2), we identified sets of differentially modified genes. Those sets were subjected to a systematic analysis of tissue enrichment, using TissueEnrich^44^. We converted the p-values reported by TissueEnrich to an enrichment score, −log_10_(*p*-value), and defined threshold of 100, beyond which we set all scores to 100.

### Chromatin states

Chromatin states were obtained from the UCSC table browser^45^. The 15 chromatin states were obtained using chromHMM for the HepG2 cell line^38^. Chromatin state 15 was not used, as it mostly contained human blacklisted regions.

### Code availability

The basic mapping and QC were done using v0.5 of snakePipes^46^ for DNA-mapping and ChIP-seq, with only a minor modification to adjust for local mapping in the Bowtie2 step (*--local*). The workflows are freely available at https://github.com/maxplanck-ie/snakemake_workflows. The RELACS demultiplexing step was done via demultiplex_relacs.py/version 1.0, which is available at https://github.com/dpryan79/Misc/tree/master/InternalBarcodes. For customized downstream analysis we used deepTools^35^ v 2.5.4, as described above.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

Data has been uploaded to the Gene Expression Omnibus (GEO) with accession code: GSE111000.

# Supplementary material for: RELACS nuclei barcoding enables high-throughput ChIP-seq
**Source:** Commun Biol. 2018 Dec 5;1:214. doi: 10.1038/s42003-018-0219-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary material

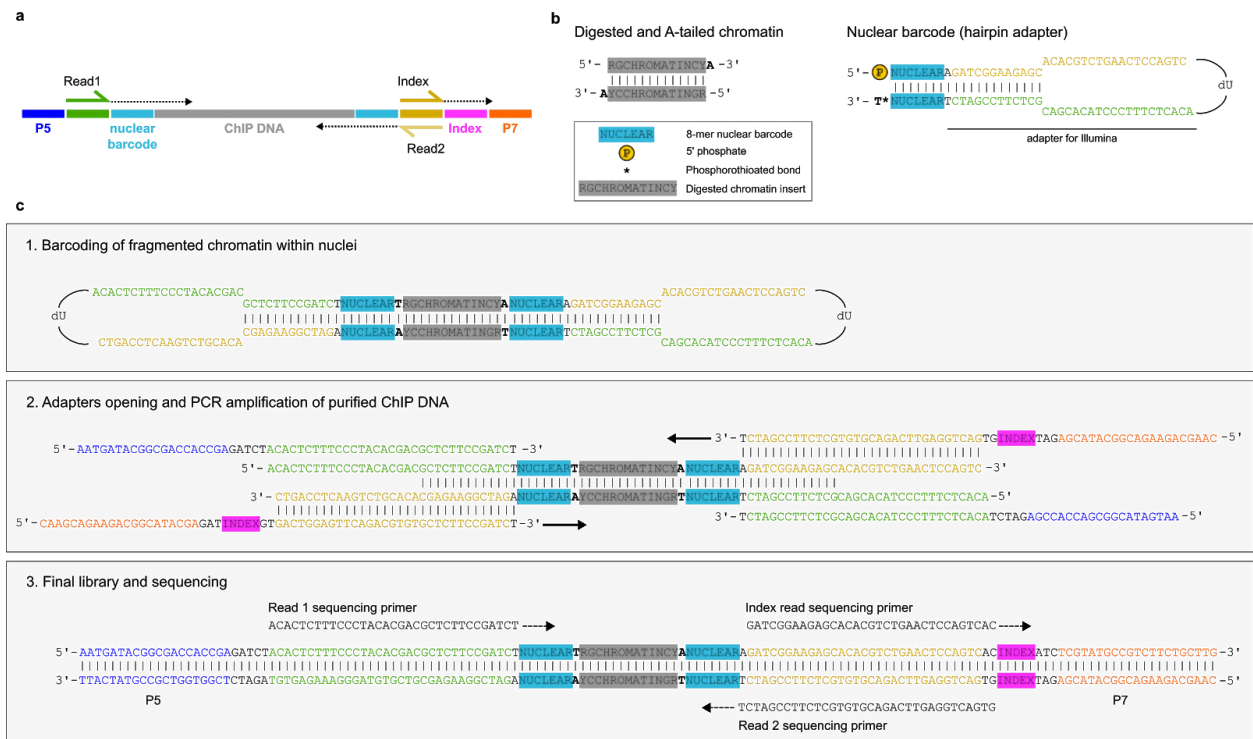

**Supplementary Figure 1. (a)** Schematic representation of RELACS library structure. Final libraries are identified by dual barcodes: the nuclear barcode, to identify the initial cell population, and the Illumina barcode (index), to identify the respective ChIP or input sample. Sequencing reads are indicated (dotted arrows). Both read 1 and read 2 start with the nuclear barcode read. Index read identify the Illumina barcode. **(b)** Structure of digested chromatin and hairpin adapters harboring nuclear barcodes, prior the ligation step. At both the ends of the digested chromatin the restriction site CviKI-1 is present (RG|CY, blunt cut). After adenylation one 3'-protruding A is present at both the ends of the chromatin. Hairpin adapters contain a double-strand 8-mer barcode at the end of the stem and one protruding T base at the 3' end of the hairpin, connected via phosphorothioated bond to prevent base loss. The area of the hairpin that serves as conventional adapter is highlighted (named adapter for Illumina). **(c)** Molecular details of RELACS library construction and sequencing. In step 1 is indicated the final construct of barcoded chromatin. After A-tailing of the digested chromatin, hairpin adapters are ligated to both the ends of chromatin fragments. This step occurs inside intact nuclei. Hairpin loops are left closed to prevent degradation that may occur throughout the protocol. In step 2 is indicated the PCR amplification

that occurs after ChIP and DNA purification. Using standard DNA library preparation workflow, hairpin adapters are opened at the loop site by excision of the uracil base. Primers are used to amplify and to complete the library construct. At the end of preparation final libraries (step 3) also present Illumina index and sequences necessary for illumina flow-cell clustering. Sequences of conventional oligos for Illumina sequencing are indicated.

a

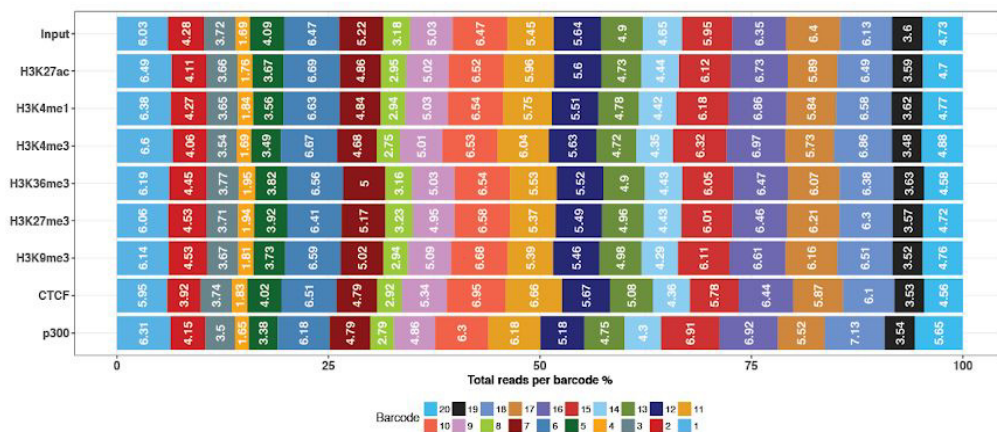

b

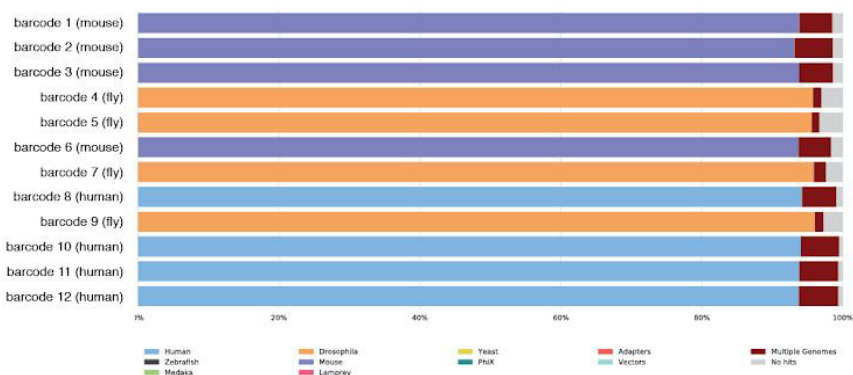

c

## Bowtie 2 PE Alignment Scores

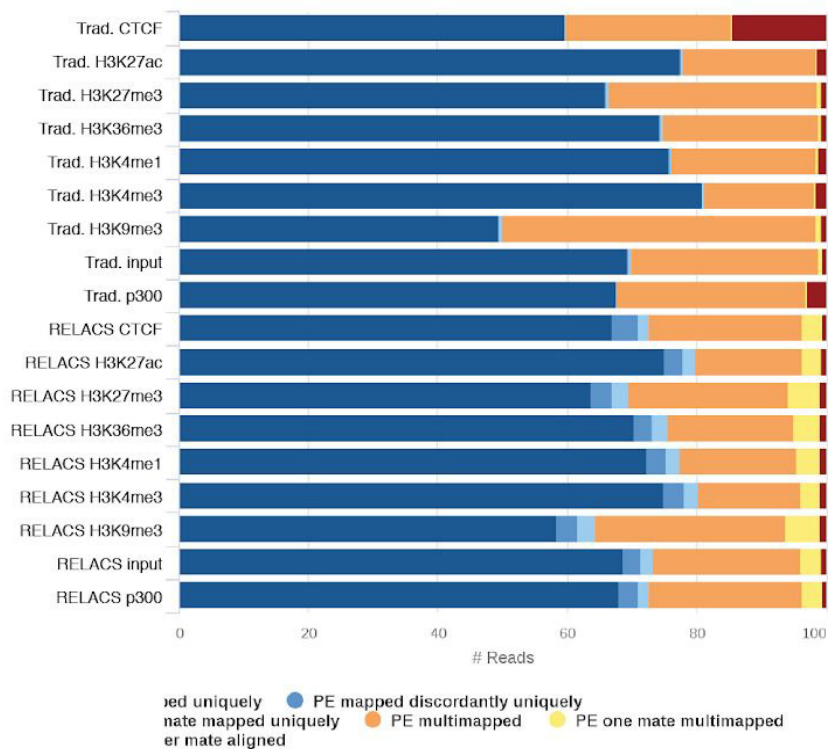

**Supplementary Figure 2. Quality controls** **(a)** Percentage of reads belonging to each of the 20 barcodes used in HepG2 samples after demultiplexing. The relative fractions of barcodes observed in the Input sample are recapitulated in the various ChIP. **(b)** Mouse, fly and human samples (four replicates each) were labeled with different nuclear barcodes using RELACS protocol, and pooled to check for unspecific barcode re-ligation that might occur after nuclei pooling. DNA has been purified and PCR amplified to complete library construction. After sequencing samples have been de-multiplexed by the nuclear barcodes. We used fastq\_screen/0.5.1 ([http://www.bioinformatics.babraham.ac.uk/projects/fastq\\_screen/](http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/)) to check for cross-contamination between samples. The absence of off-species sequences in each respective sample highlight that unspecific barcode re-ligation does not occur after the nuclei pooling step. **(c)** Bowtie2 alignment results for traditional ChIP and RELACS protocols. For the RELACS samples, the 20 barcodes in HepG2 were merged. Individual alignment results can be found in Supplementary data 1. For the RELACS data set, there is a slight increase (3-5%) of discordantly and multi-mapping reads

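The share of each barcode was computed from the number of entries per barcode in the paper's Supplementary Data 1, which gives them in M with 1 decimal, so that shares in the shallow CTCF libraries are coarse. In the input, the 20 barcodes held between 2.17% (barcode 4) and 6.31% (barcode 10) of the entries, where equal shares would be 5%. Barcode 4 also had the lowest share in all 8 ChIPs. Across the 20 barcodes, the share in the input and in the ChIP were correlated with Pearson's r of 0.994 for H3K27me3 and 0.989 for H3K36me3, and with r of 0.923 to 0.975 for H3K27ac, H3K4me1, H3K4me3, CTCF and p300 (permutation test, two-sided p = 1e-05 for each, the smallest that 100000 permutations can give, and 1.14e-05 after Benjamini-Hochberg adjustment over the 8 marks). Spearman's rho was 0.988 for H3K27me3, 0.977 for H3K36me3 and between 0.875 and 0.958 for these other 5 marks. For H3K9me3 the correlation was lower, with r = 0.760 (permutation p = 0.00011, adjusted 0.00011) and rho = 0.754 (p = 0.00025, adjusted 0.00025). Leaving out barcodes 4 and 8, which lay farthest from the median input share, gave r = 0.534 for H3K9me3 (permutation p = 0.0224) and r of at least 0.868 for each of the other marks. The largest difference between a barcode's shares was 3.27 percentage points, in H3K9me3, where barcode 3 held 7.20% of the entries but 3.93% of the input, against 0.235 points in H3K27me3. Barcode 3 alone lies far from the others, and leaving it out, which was chosen after the data were seen, gave r = 0.985 for H3K9me3 (permutation p = 1e-05), with a largest difference of 0.530 points. In every other mark barcode 3 held between 3.58% and 4.19% of the entries, and the table alone does not show whether its H3K9me3 value is an error. Leaving out barcode 4 alone gave r = 0.633 for H3K9me3.

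**Figure D4:**
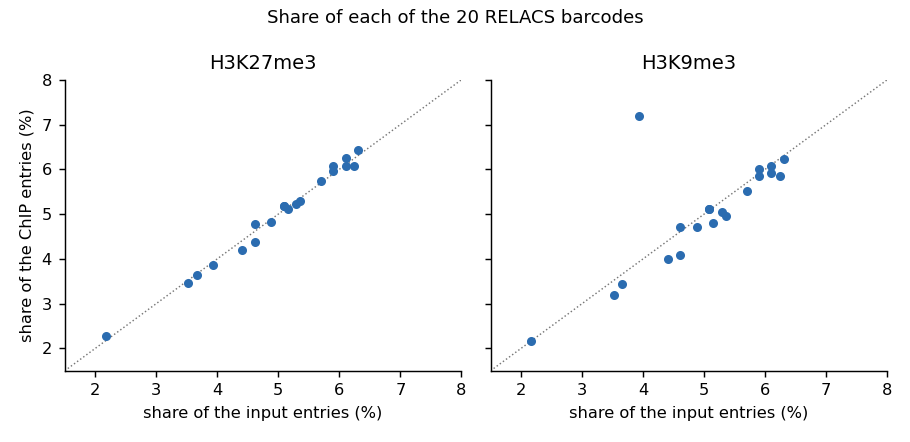
Share of the ChIP entries (y axis, percent) against the share of the input entries (x axis, percent) of each of the 20 RELACS barcodes, for H3K27me3 (left) and H3K9me3 (right), computed from the paper's Supplementary Data 1. The dotted line marks equal shares, and in H3K9me3 a single point, barcode 3, lies far above it.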

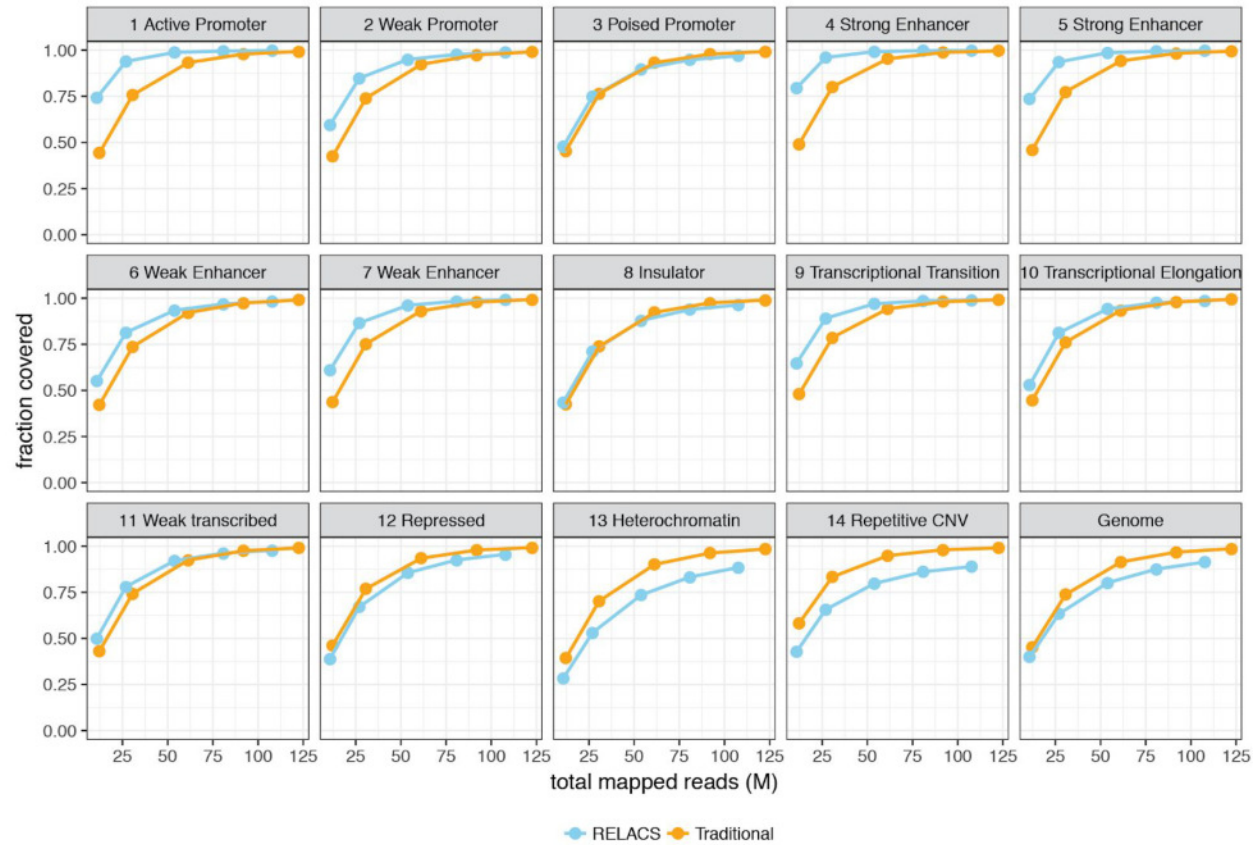

**Supplementary Figure 3. Genome and region coverage vs. sequencing depth.** Chromatin states based on chromHMM for HepG2 cells (see methods) were used to identify coverage with respect to sequencing depth for the RELACS and traditional protocols. The global genome coverage is shown in the last panel. The results are based on the input samples for RELACS and traditional which were subsampled using samtools. For the computation of coverage we used deepTools bamCoverage with the --extendReads option. Regions containing unspecified nucleotides (NNN) in the genome assembly were excluded.

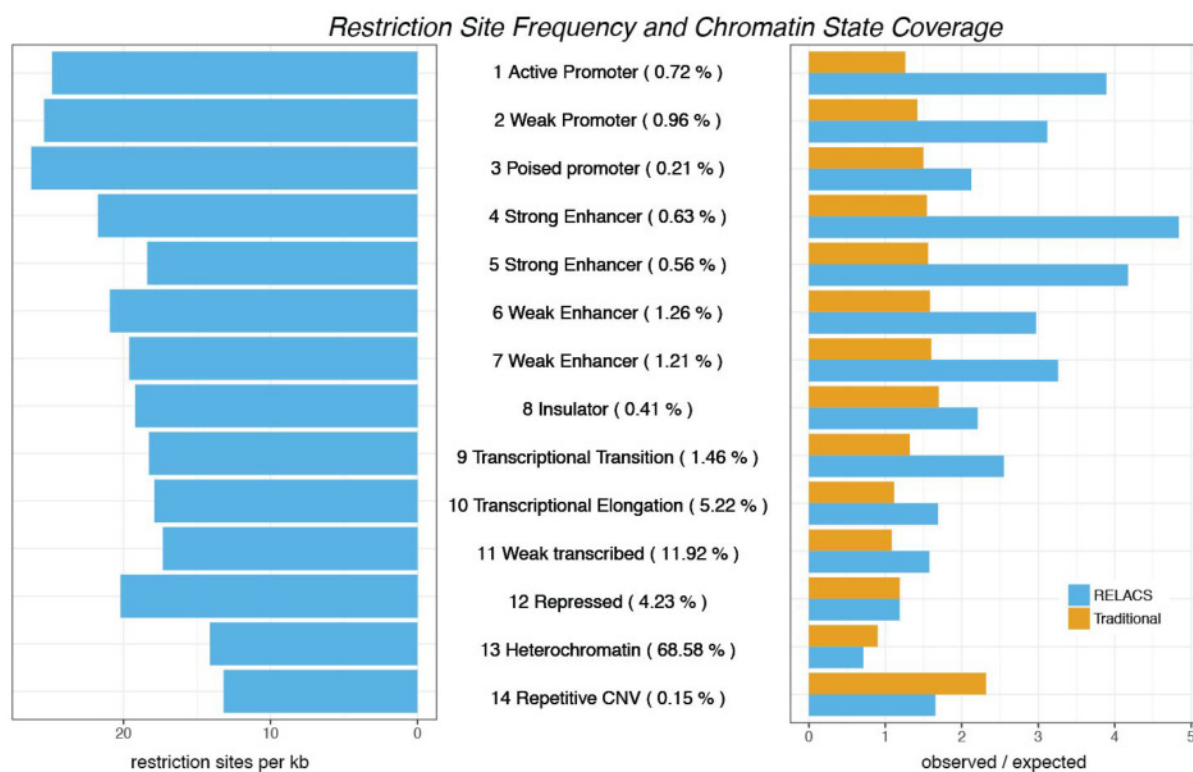

**Supplementary Figure 4.** Chromatin states based on chromHMM for HepG2 cells (see methods) were used to identify bias with respect to frequency of restriction sites (left) and bias with respect to accessibility of the restriction enzyme (right). In the right panel, the observed value is the fraction of reads overlapping a chromatin state and the expected value is the fraction occupied by the chromatin states in the the genome (shown as percentage in the chromatin state labels). The RELACS and traditional input samples were used to compute observed fractions.

a

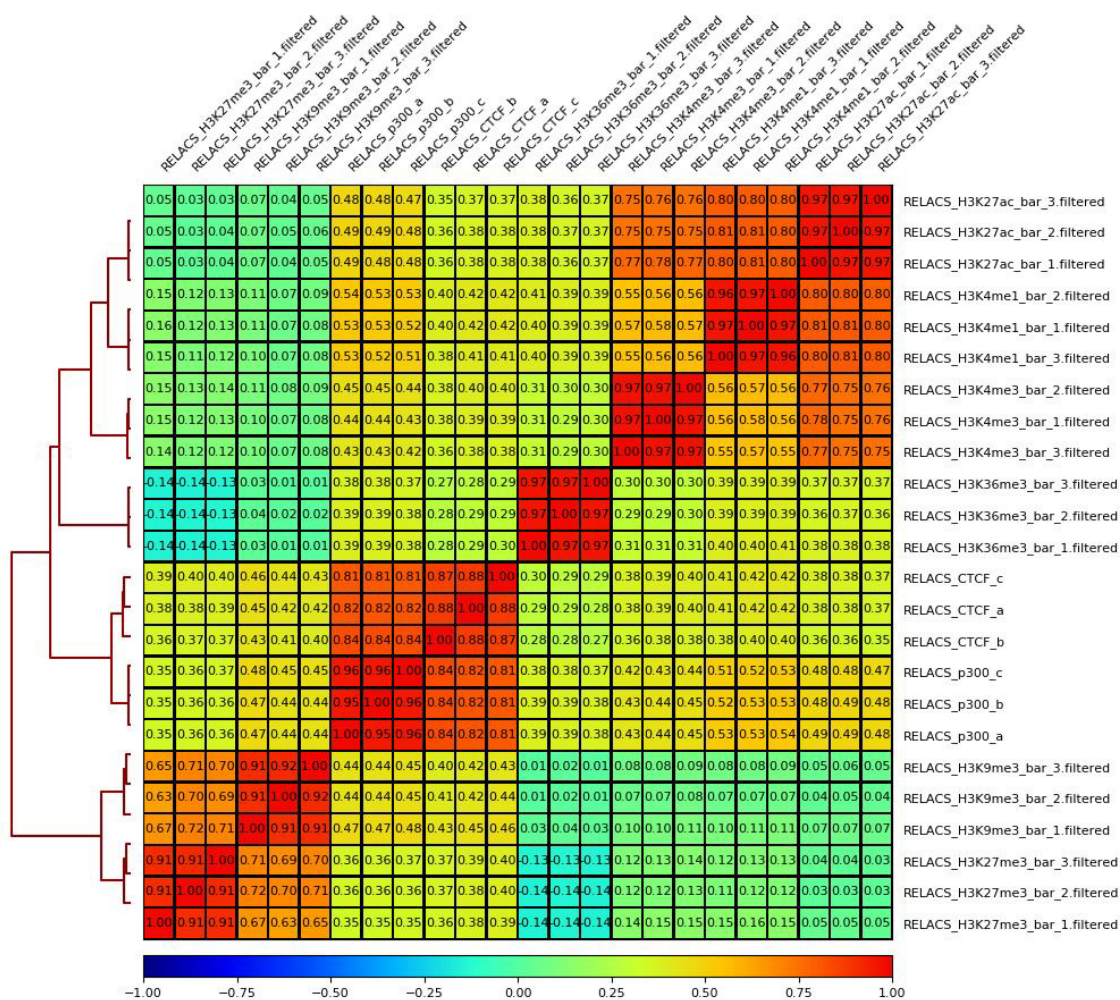

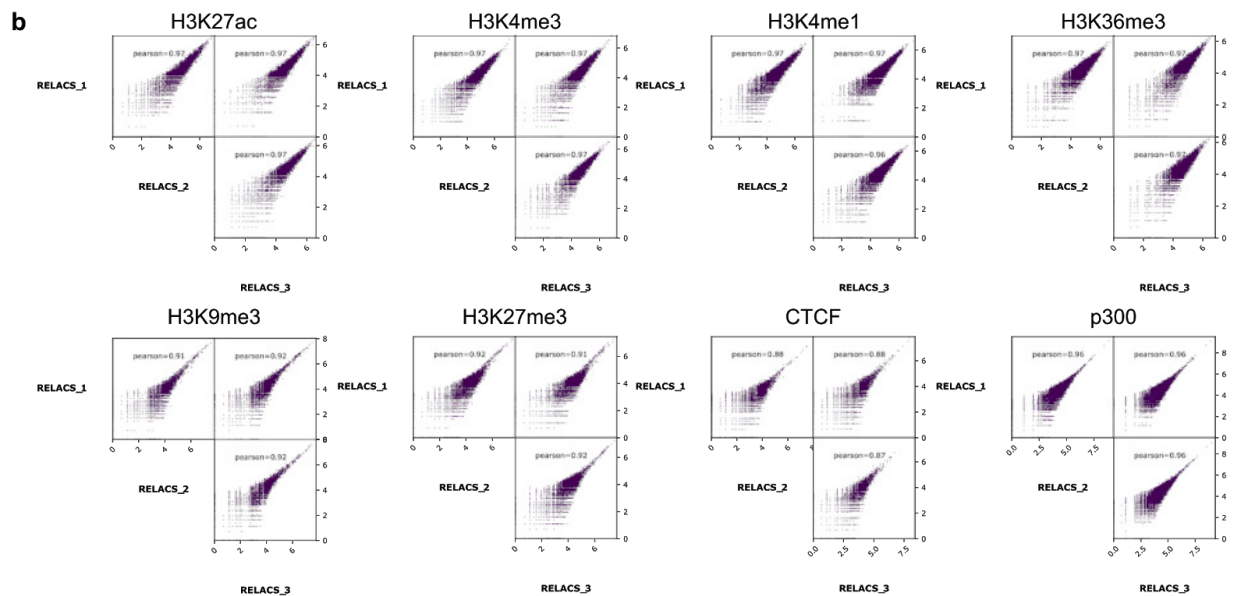

**c.**

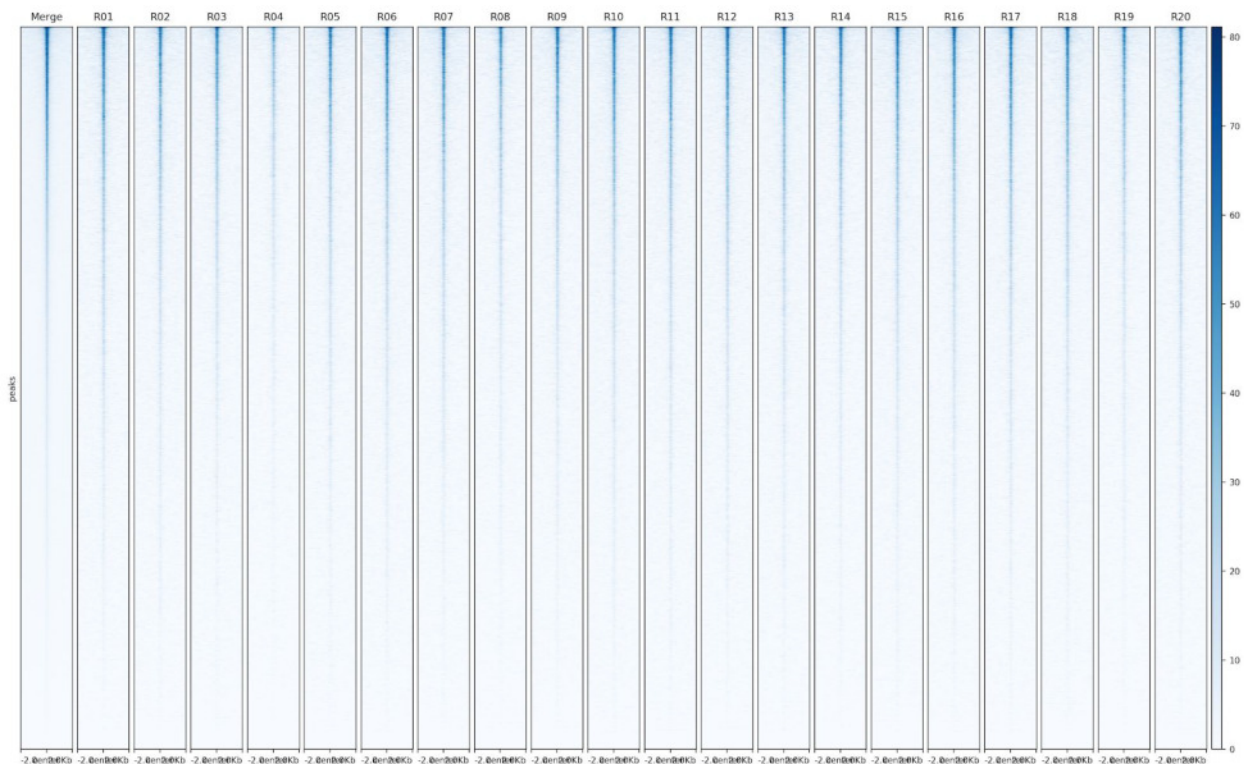

**Supplementary Figure 5: Technical reproducibility.**

**(a)** Here we show the genome-wide correlations among different samples and technical replicates from 3 representative barcodes used for HepG2 (5000 cells each). The choice of 3 (out of 20) barcodes was for practical visualization purposes. This analysis was done for bin size of 10kb. For CTCF and p300, 3 x 6

barcodes were merged, because individually they were sequenced rather shallow (<1M fragments per barcode). **(b)** For replicates corresponding to the same mark we also show genome-wide scatterplots to illustrate high technical reproducibility summarized by correlation coefficients above. **(c)** For CTCF we show the high technical concordance within  $\pm 2\text{kb}$  around known target regions (ENCODE peaks) for this sharp mark.

a

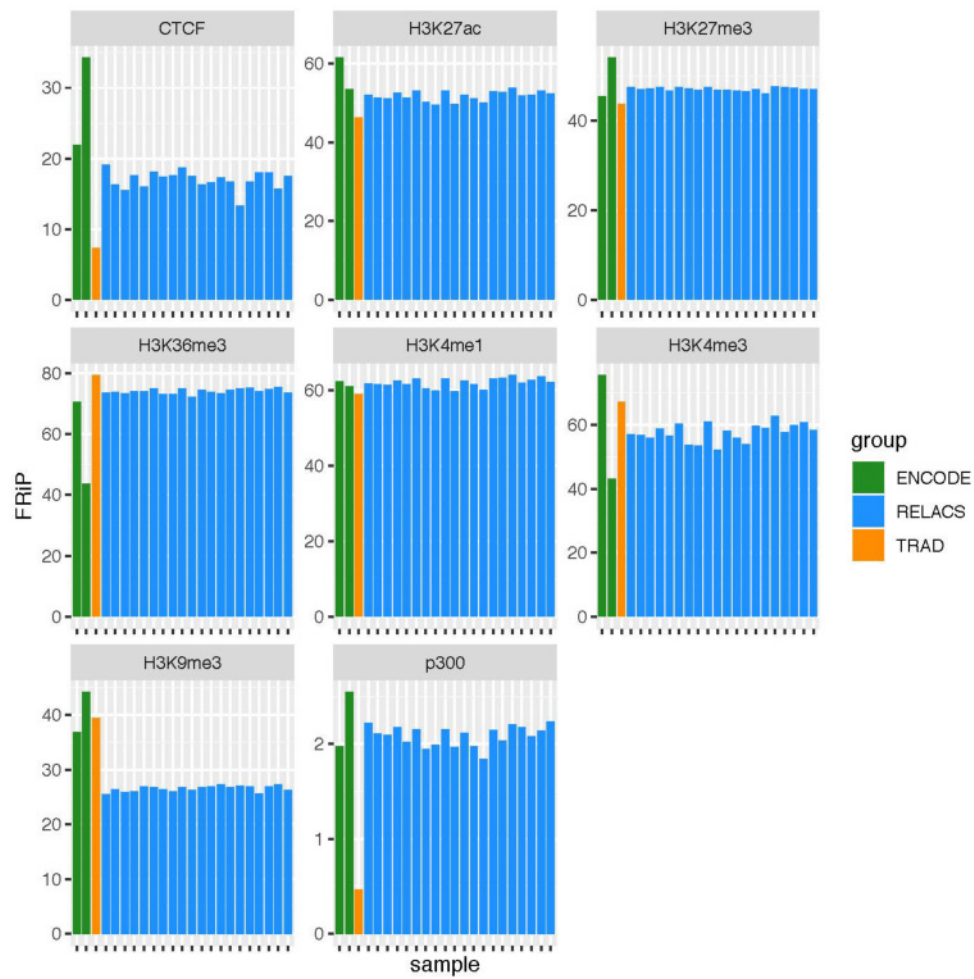

b

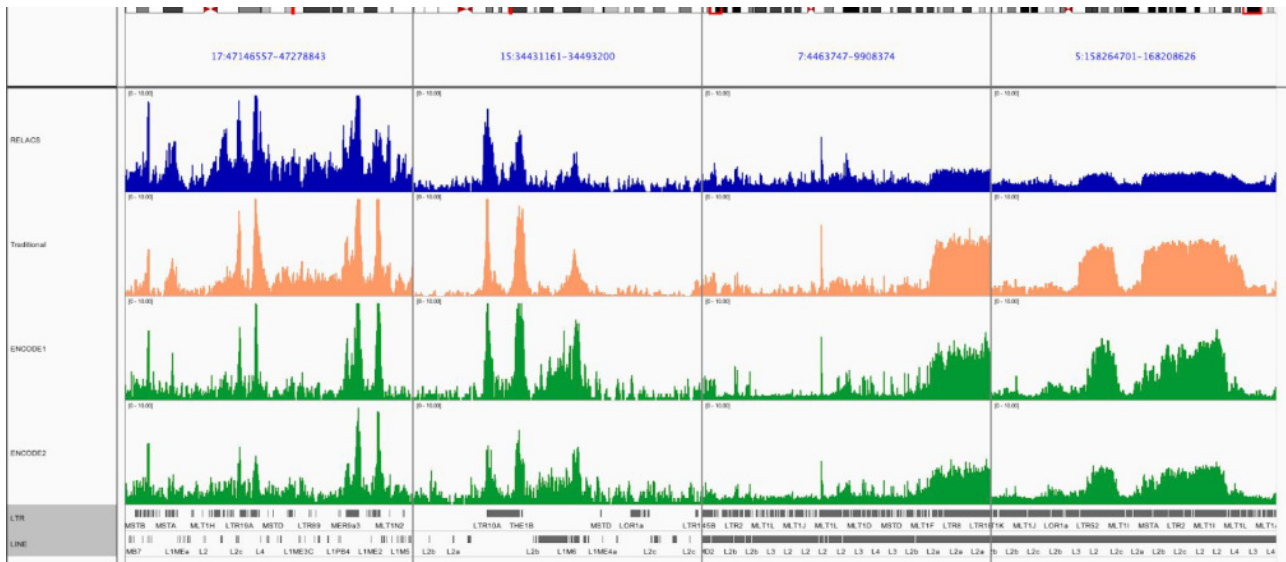

**Supplementary Figure 6: FRiP scores and examples for repressed loci.**

**(a)** The fraction of reads in peaks (FRiP in %) was calculated for our own data (1x TRADitional and 20x RELACS), and for two replicates from ENCODE data that were generated with different protocols, cell numbers and antibodies. Since the latter was used to define peaks and enriched regions, it is expected to be higher. The good overall agreement for all marks signifies a comparable signal-to-noise ratio of RELACS for most marks and much improved performance over the traditional method for more challenging marks (CTCF, p300) and smaller cell numbers (20x 5000 cells). **(b)** Selected loci for repressive H3K9me3 mark. Although reduced in strength, RELACS data for H3K9me3 captures the characteristic enrichments over repetitive elements (shown in grey are LTR and LINE) and large heterochromatic domains.

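In the 4 windows of Supplementary Fig. 6b, H3K9me3 regions of the RELACS list were present in each. On chromosome 17, in a window that holds B4GALNT2, they covered 90.9% of the window, and the Traditional regions 67.7%. On chromosome 15, around KATNBL1, the shares were 21.8% and 26.6%, with 2 regions in either list. In the wider window on chromosome 7, 198 RELACS regions covered 39.9% and 60 Traditional regions 29.6%, and in that on chromosome 5, 349 RELACS regions covered 45.7% and 58 Traditional regions 52.6%. A restriction-site gap above 1000 bp overlapped 6 of the RELACS and 3 of the Traditional regions in the window on chromosome 7.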

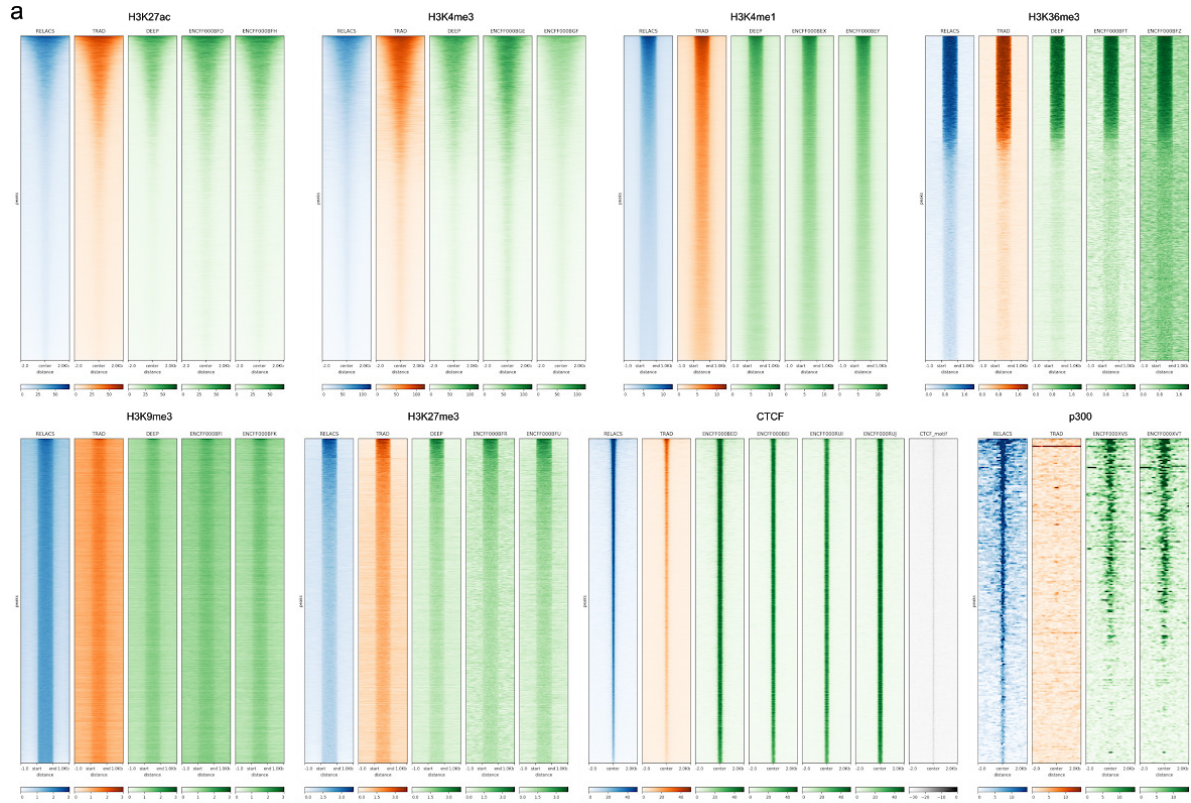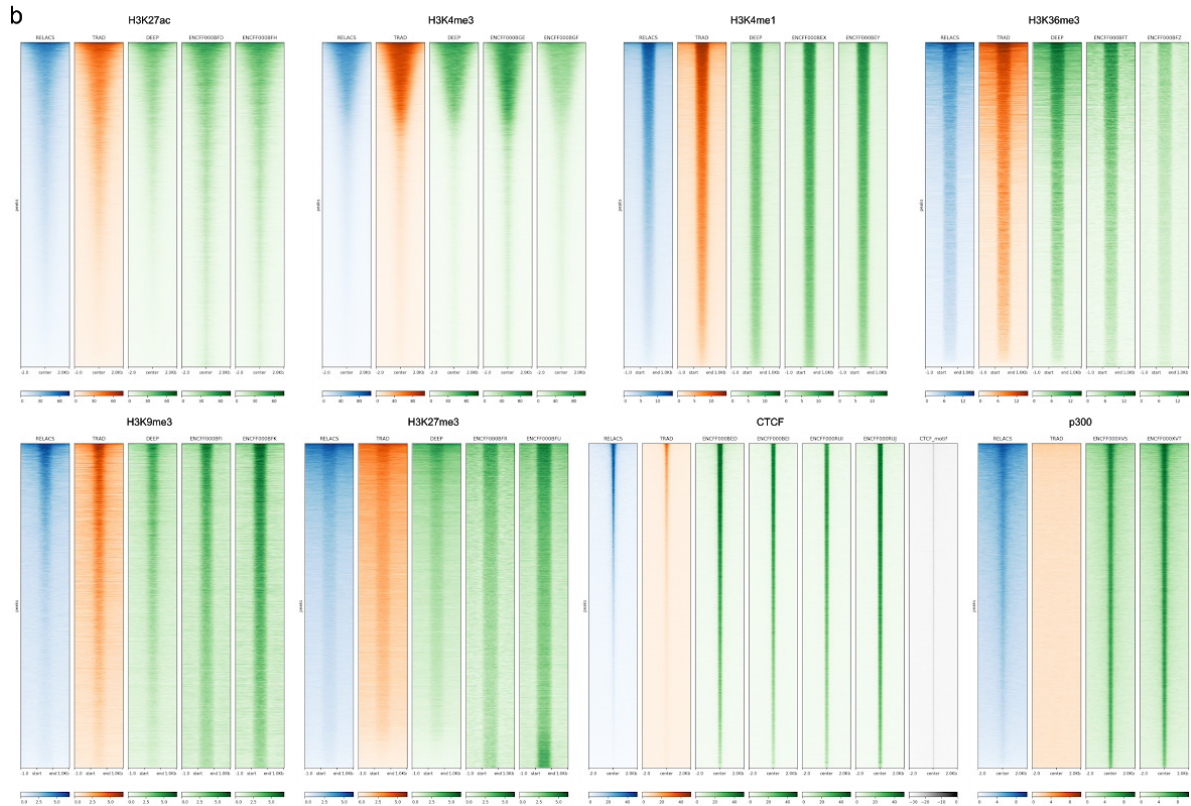

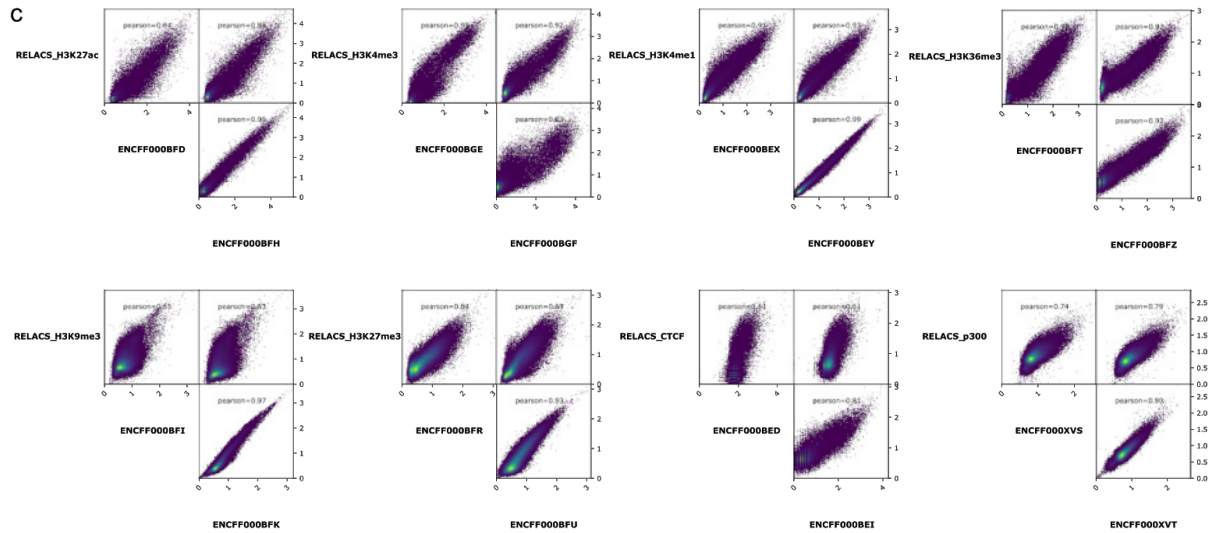

**Supplementary Figure 7: Concordance of ChIP-seq signals from RELACS with ENCODE data.** Here we show the concordance of all marks investigated in this studies **(a)** around peak regions defined by RELACS data (H3K27ac: 49856 regions; H3K4me3: 43072; H3K4me1: 115,127; H3K36me3: 13,032; H3K9me3: 86,766; H3K27me3: 17,597; CTCF: 16,092; p300: 229) and **(b)** around peak regions defined by ENCODE (H3K27ac: 44,172 regions; H3K4me3: 48,113; H3K4me1: 52,166; H3K36me3: 13,320; H3K9me3: 17,539; H3K27me3: 27,889; CTCF: 73,888; p300: 36,421). For sharp marks (H3K4me3, H3K27ac, CTCF, p300) the plots are centered at the peak and a flanking regions of 2kb are added (using deepTools computeMatrix reference-point) For broad marks (H3K4me1, H3K36me3, H3K27me3, H3K9me3) were scaled to 1kb and an unscaled flanking regions of 1kb was added (computeMatrix scale-regions). The origin of the various samples is colour-coded as follows: blue=RELACS, orange=Traditional (this work), green=external data from IHEC/DEEP and ENCODE, grey=predicted motif scores (for CTCF only). **(c)** shows a panel of scatter plots comparing the merged RELACS signal from all marks in this study with two corresponding replicates from the ENCODE project.

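As deposited, the RELACS lists held 63028 regions for H3K27ac, 43397 for H3K4me3, 28737 for H3K4me1, 14347 for H3K36me3 and 18715 for H3K27me3. The Traditional lists held 74616 for H3K27ac, 61612 for H3K4me1, 19678 for H3K36me3 and 14050 for H3K27me3. Joining regions less than 1000 bp apart left 33571 RELACS and 41496 Traditional H3K27ac regions. Median widths were 586 bp for RELACS and 519 bp for Traditional H3K27ac, 721 bp for RELACS H3K4me3, 9750 bp and 6000 bp for H3K4me1, 10500 bp and 7500 bp for H3K36me3, and 24750 bp and 41250 bp for H3K27me3. The known sequence covered by the RELACS and the Traditional list differed less than the numbers for these broad marks, with 40.1% and 41.2% for H3K4me1, 34.1% and 32.2% for H3K36me3, and 49.5% and 60.4% for H3K27me3, but more than the numbers for H3K27ac, with 2.28% and 3.04%. The highest fold enrichment in the RELACS H3K27ac list was 48.8, on chromosome 16 (GRCh37, 48417543 to 48420176, in an untranslated region of SIAH1), and in the RELACS H3K4me3 list 59.8, on chromosome 1 (107598829 to 107600965, over coding sequence of PRMT6). The widest RELACS regions were 3101250 bp long for H3K4me1 on chromosome 16 (28148251 to 31249500), 2644500 bp for H3K36me3 on chromosome 20 (31924501 to 34569000), and 6534750 bp for H3K27me3 on chromosome 14 (23181751 to 29716500), and Traditional regions of the same mark covered 99.4%, 85.0% and 92.1% of them.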

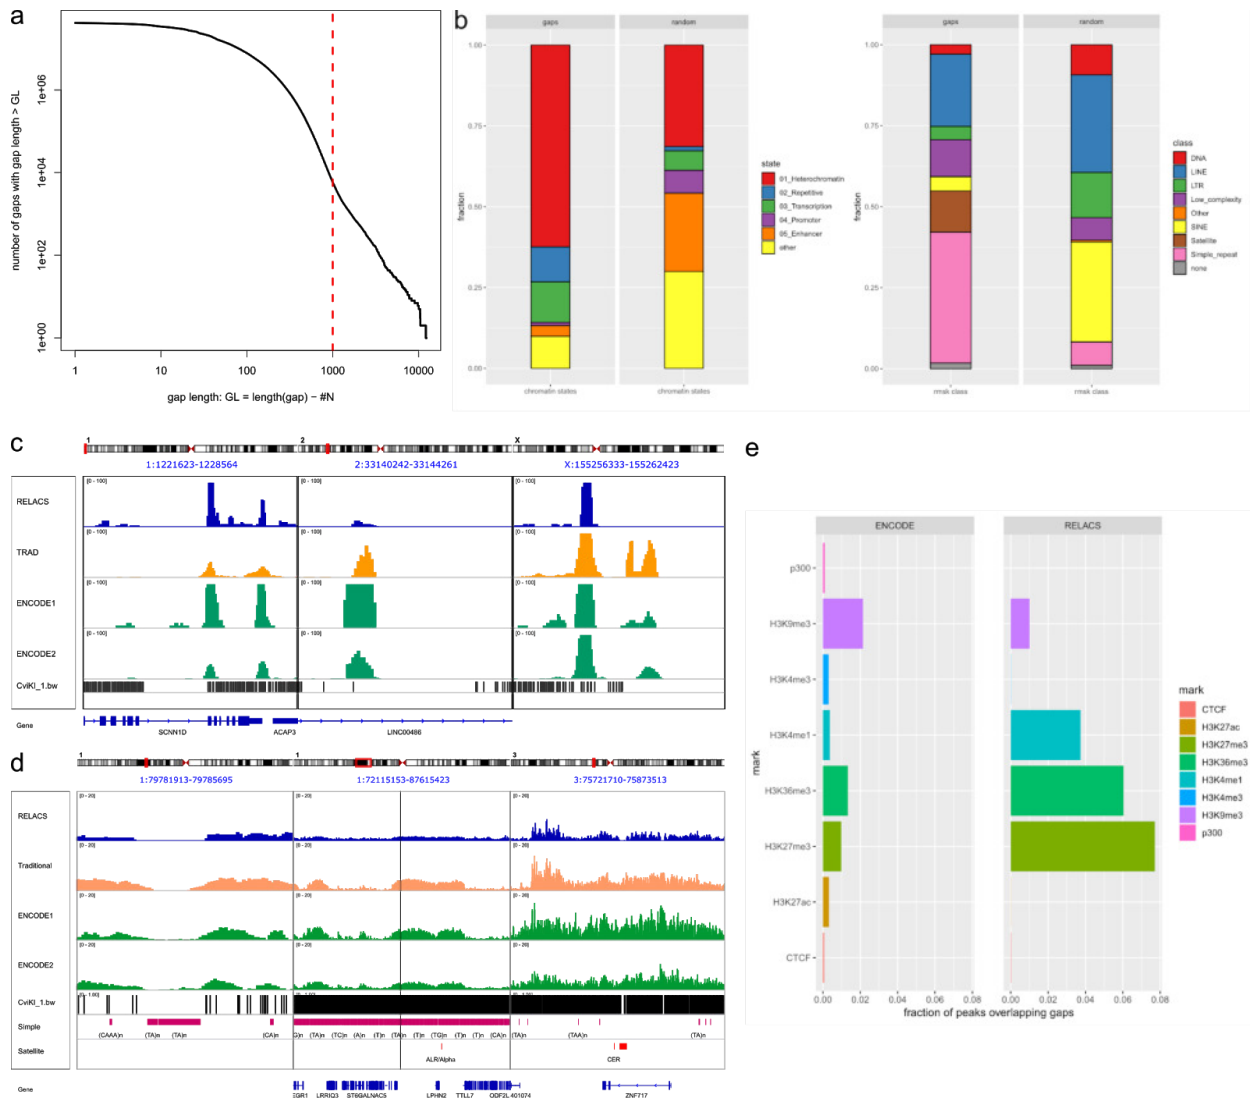

**Supplementary Figure 8: Analysis of Restriction Gaps.** **(a)** Here we show the distribution of gap length between restriction sites in the human genome, hs37hd5. We observe 6088 gaps with distances larger than 1000 bp which amounts to 0.29% of the genome. **(b)** Annotating these regions according to chromatin features with which they overlap, we find that large gaps preferentially reside in heterochromatin and repetitive regions - such as simple repeats, satellite and low complexity regions. **(c+d)** To illustrate possible consequences of gaps we show selected loci for CTCF and H3K9me3. The common color code for the tracks is as follows: blue=RELACS, orange=Traditional, green=ENCODE, black=restriction sites. **(c)** The locus on chromosome 1 shows a low complexity locus without restriction sites in an intron of gene SCNN1D. The RELACS signal of an adjacent CTCF binding site is not affected,

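The longest human gap measured 12389 bp without unknown bases, on chromosome 4 (GRCh37, 49102239 to 49114623), between genes and 38141 bp from CWH43. The next lay on the same chromosome (187881916 to 187894078, 12167 bp, 234040 bp from FAT1) and on chromosome 10 (38877829 to 38888340, 10516 bp, 141009 bp from LINC00999).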

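The gap in SCNN1D spans 1223550 to 1225649 on chromosome 1 (GRCh37), and the sites on its 2 sides start 2104 bp apart. It lies in an intron and has a GC content of 69.6%. The RELACS list called a CTCF peak at 1225625 to 1225926, which reaches over the end of the gap, with its summit at 1225780 and a fold enrichment of 21.5. The Traditional list called the corresponding peak at 1225543 to 1225857, with its summit at 1225670 and a fold enrichment of 11.4. The summits of both peaks lie beyond the gap, and the RELACS peak starts nearer to its end. A second CTCF peak was called at 1227283 to 1227554 by RELACS and at 1227252 to 1227596 by the traditional protocol. The window of Supplementary Fig. 8c around the gap holds 214 sites, or 30.8 per kb.

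**Figure D5:**
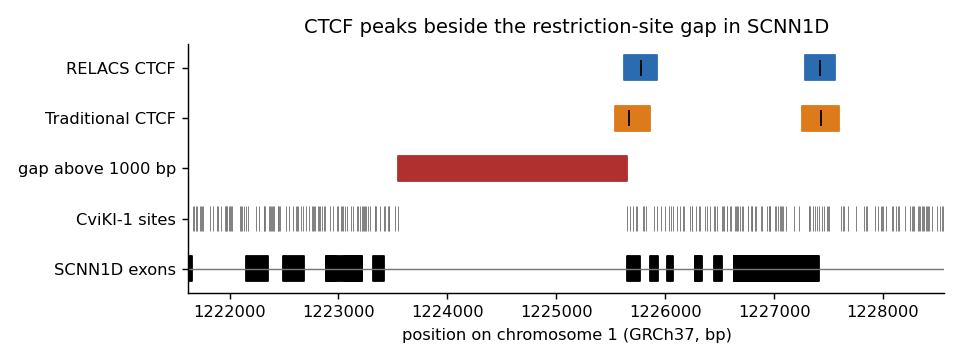
Map of the SCNN1D locus on chromosome 1 (x axis, GRCh37 position in bp) with the CTCF peaks of the RELACS (blue) and the Traditional list (orange), their summits as black ticks, the gap above 1000 bp (red), the CviKI-1 sites (grey) and the exons of SCNN1D (black). The peak of either list nearest to the gap overlaps its end at 1225649, and both summits lie to the right of it.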

since there is sufficient support from nearby fragments. The LINC00486 locus shows a strong reduction of CTCF signal from RELACS as a result of a low complexity region and a large RS-gaps. 

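In the LINC00486 window, the gap spans 33141280 to 33143574 on chromosome 2 (GRCh37) and measures 1299 bp without unknown bases. It lies in an intron of this long non-coding RNA, and its GC content is 47.3%. The window has 19 CviKI-1 sites, or 4.73 per kb. No CTCF peak was called in it in the RELACS or in the Traditional list.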

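At the end of chromosome X (GRCh37), in the window of Supplementary Fig. 8c with 84 CviKI-1 sites, or 13.8 per kb, the RELACS list called 1 CTCF peak, at 155258232 to 155258621 with a fold enrichment of 49.4. The Traditional list called 2, at 155258133 to 155258681 and at 155259568 to 155259854, with fold enrichments of 22.6 and 7.04. The first of these overlapped the RELACS peak, and the other was found only with the traditional protocol. The window held no gap above 1000 bp, and the pseudogene DDX11L16 lies in it.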

For the telomeric region of chromosome X a large fragment of CTCF signal is lost, but given the extensive low complexity region and possible copy number effects it is unclear whether this signal is genuine. This region would normally be blacklisted. **(d)** As illustrated above for the sharp mark CTCF, also H3K9me3 can be affected by gaps. The right locus shows a low complexity region (TA)<sub>n</sub> (red track) which does not contain any RS. Such regions are challenging for all studies because of low mappability which can be seen by a reduced coverage. The locus on the middle presents a much larger region (~15Mb) centered around the same gap. It is irrelevant on the scale of this large repressive domain. Similarly, the gap around the satellite repeat on the right locus (CER) is embedded in a much larger domain of H3K9me3 enrichment. **(e)** Summarizing the observations for all marks, we find that only 2% of annotated H3K9me3 ENCODE peaks overlap with larger gaps, while for sharp marks it is often less than 1%. 

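The gap at the TA repeat spans 79782952 to 79784167 on chromosome 1 (GRCh37), with sites 1220 bp apart and a GC content of 18.5%, between genes and 35143 bp from ADGRL4. In its small window, Traditional H3K9me3 regions covered 100% and RELACS H3K9me3 regions 60.3%, and only the Traditional region overlapped the gap. In the wide window around it there were 39 gaps above 1000 bp, the longest 1894 bp, and 12.1 sites per kb. There, 587 RELACS regions covered 42.3% and 128 Traditional regions 51.6% of the sequence.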

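At the satellite repeat on chromosome 3 (GRCh37), 3 gaps lie in introns of ZNF717, at 75798878 to 75801443, 75801553 to 75803107 and 75827390 to 75829217, with 2570, 1559 and 1832 bp between sites and GC contents of 45.7% to 46.8%. H3K9me3 regions covered 96.0% of the window in the Traditional list, with 2 regions, and 61.6% in the RELACS list, with 7 regions. None of the RELACS regions overlapped a gap, and 1 of the Traditional regions did.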

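Of all regions called from RELACS data on chromosomes 1 to 22, X and Y, those of the broad marks overlapped a gap most often, with 1460 H3K27me3, 1093 H3K4me1, 971 H3K9me3 and 852 H3K36me3 regions. Relative to random placements of equal width, the share was 0.783 times as high for H3K27me3, 0.679 times for H3K4me1, 0.685 times for H3K36me3 and 0.534 times for H3K9me3, and for the Traditional regions of these marks 0.953, 0.744, 0.782 and 1.05 times. RELACS H3K27me3 regions covered 25.9% of the gap length and Traditional H3K27me3 regions 60.0%. For RELACS H3K27ac and H3K4me3, 0.00137% and 0.00187% of the gap length lay inside called peaks.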

Notice that even peaks called from the RELACS data can overlap with large gaps, if they have sufficient fragments from surrounding regions (as shown for the left locus of **(c)**).

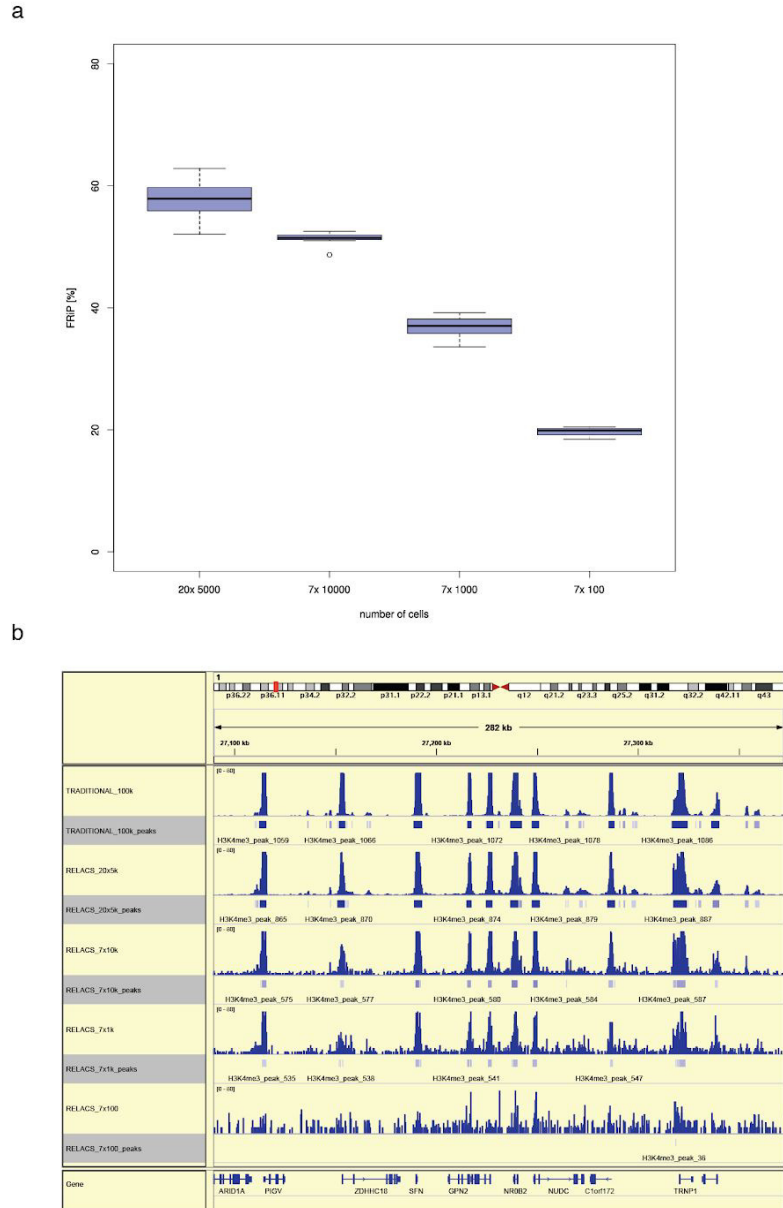

**Supplementary Figure 9. ChIP-enrichments from low cell numbers.** **(a)** Using ENCODE annotated peaks as reference, we calculated the fraction of reads that overlap with peaks (FRiP score). Shown are the distributions of FRiP scores for each settings of 20x5000, 7x10000, 7x1000 and 7x100 cells, where the first factor refers to the number of barcodes used in parallel for each ChIP (H3K4me3). **(b)** A snapshot from the IGV browser illustrates the high level of concordance between the signals and peaks for different setups. The first track is derived from data that was generated with 100000 cells and the traditional protocols. The following tracks are for RELACS with reducing number of cells: 20x 5000, 7x 10000, 7x 1000 and 7x 100 cells.

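In the window from ARID1A to TRNP1 on chromosome 1 (GRCh37, 27019727 to 27327377), the deposited list for 20 barcodes of 5000 cells holds 9 CTCF peaks and the Traditional list 8, and 7 of each overlapped a peak of the other. For H3K27ac there were 45 RELACS and 69 Traditional peaks, and RELACS called 30 H3K4me3 peaks. The window has 24.27 CviKI-1 sites per kb and no gap above 1000 bp. Lists from 10000, 1000 or 100 cells per barcode were not analysed here.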

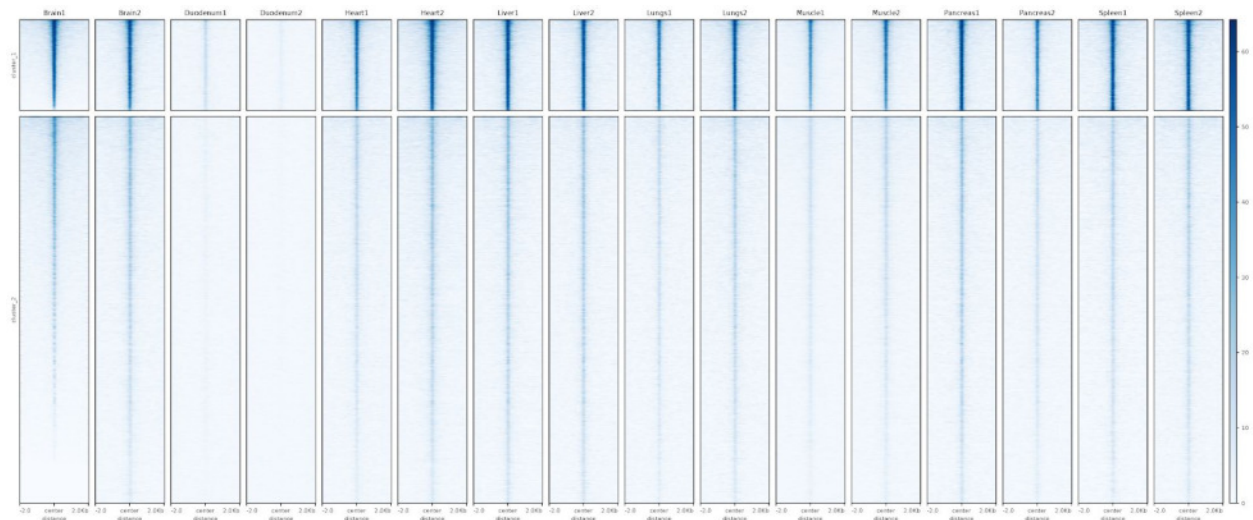

### Supplementary Figure 10: Mouse CTCF data

Here we show consistent RELACS signals for CTCF around consensus peaks that have been previously defined for 18 different mouse cell types (see Methods). All tissues in our study (Brain, Duodenum, Heart, Liver, Lungs, Muscle, Pancreas, Spleen) were studied with two biological replicates from male littermates (25000 cells per tissue). The CTCF data is weaker for Duodenum (likely because of delayed fixation), but one can still observe support for the strongest CTCF peaks.

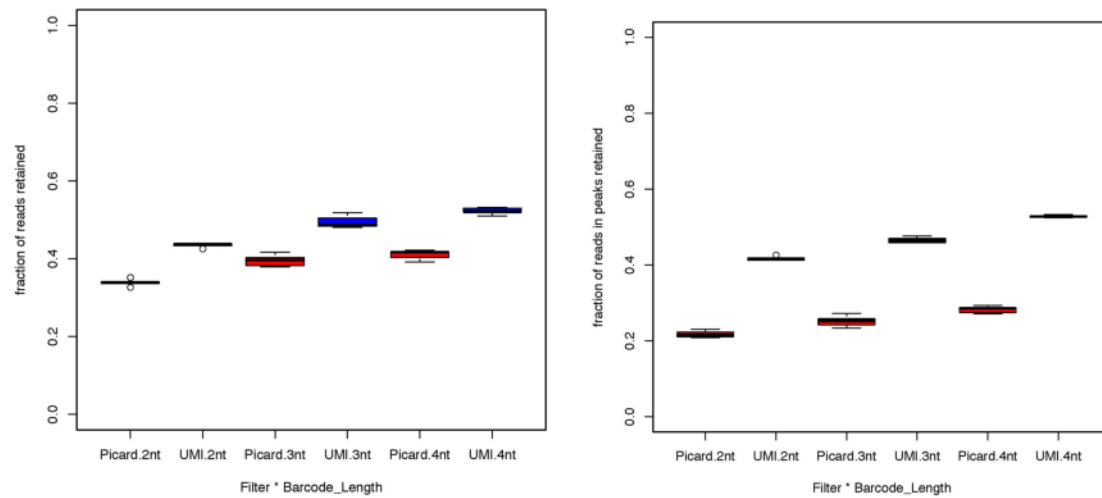

### Supplementary Figure 11: UMI for improved duplicate filtering

As an outlook and further enhancement of the RELACS methodology we have modified 5 of the 20 barcodes from our main study and inserted 2, 3 or 4 random nucleotides (unique molecular identifiers) on both ends of the fragment. This allows us to retain a larger fraction of reads, that would otherwise be removed as possible “PCR duplicates” (by tools such as Picard). To illustrate this potential, we analyzed a CTCF sample from 30000 HepG2 cells with with high duplication rate (>50% at sequencing depth of around 10M reads per barcode). **(a)** Globally we see a 12% increase in the fraction of retained reads (50% vs 38%) when filtering only identical UMI-barcodes from the sequence (using UMIttools). **(b)** In signal regions (CTCF peaks) the fraction of retained reads almost doubles (47% vs 25%).

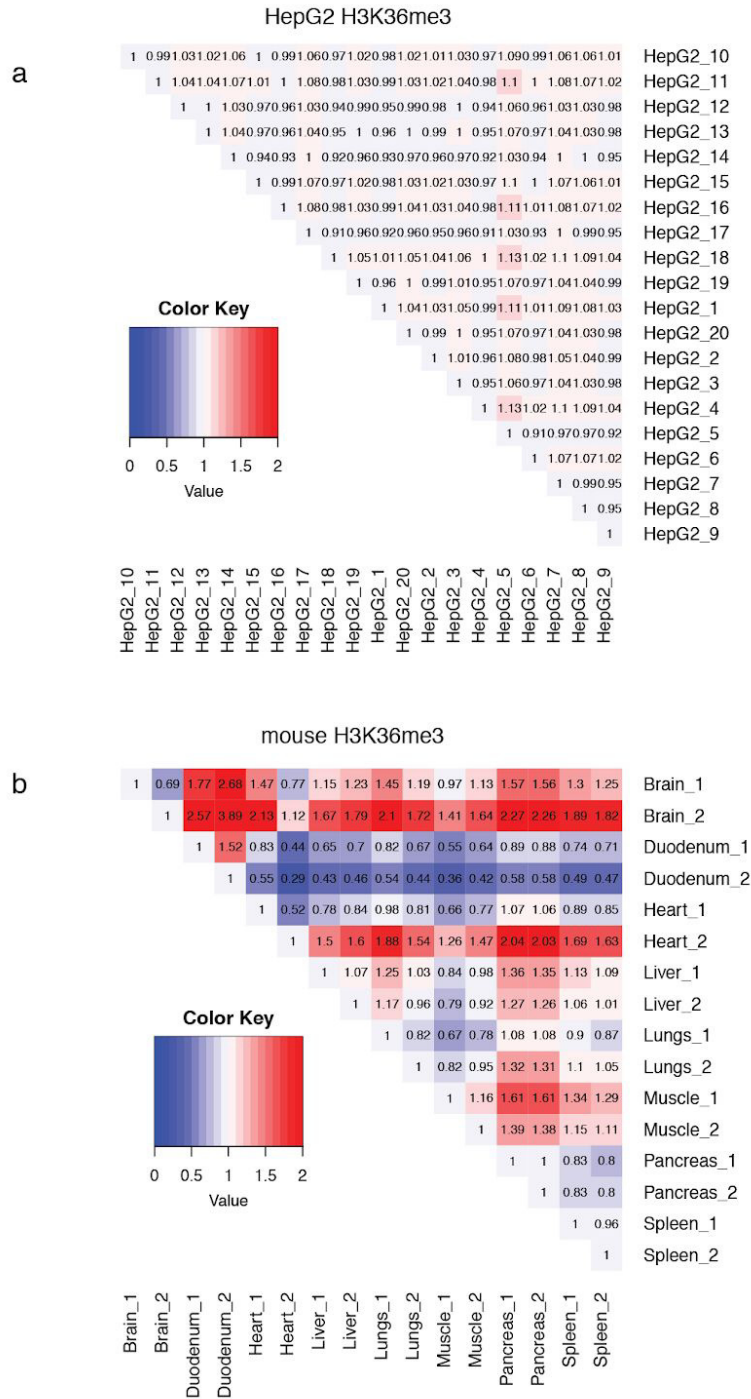

**Supplementary Figure 12. Quantitative ChIP normalization.** Here we calculate all pairwise changes between ChIPs as quantified by the double-ratio of  $(\text{ChIP}_1/\text{Input}_1)/(\text{ChIP}_2/\text{Input}_2)$ . **(a)** H3K36me3 ChIP with 20 barcodes for the HepG2 cell line. As expected for technical replicates, all ratios are around 1 within 10%. **(b)** H3K36me3 ChIP for 16 different mouse tissues. Large observed changes point to overall quantitative differences between different samples.

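The ratio of H3K36me3 to input entries was computed for each of the 20 barcodes from the entries in the paper's Supplementary Data 1. Its mean was 0.956 ± 0.0318 (SD, n = 20 barcodes), a coefficient of variation of 3.33%. Relative to the mean, the barcodes lay between 0.933 and 1.06. Of the 190 pairs of barcodes, 188 had a double ratio within 10% of 1 (98.9%), and the most extreme pair had a ratio of 1.13, or 0.882 in the opposite direction. A pair was counted as within 10% when the lower of its ratios in either direction lay less than 10% below 1. Its higher ratio could then lie slightly more than 10% above 1. Subtracting the reported percentage of filtered entries from each library changed the mean ratio to 0.940 and the number of pairs within 10% to 186.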

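For the mouse organs, the ratio of H3K36me3 to input entries was computed for 8 organs of 2 mice from the paper's Supplementary Data 4 and divided by the mean over the 16 samples. Brain had values of 1.20 in mouse 1 and 1.74 in mouse 2, the latter the highest of all samples, and duodenum had 0.677 and 0.446, the lowest of all. The mice differed most in heart, with 0.815 and 1.56, and least in pancreas, with 0.765 and 0.767. Muscle had 1.24 and 1.06, liver 1.04 and 0.970, spleen 0.921 and 0.956, and lungs 0.829 and 1.02. Across all 16 samples the coefficient of variation was 32.2%. With 2 mice per organ, an exact permutation test between 2 organs cannot give a p below 0.333, so pairs of organs were not tested. A test over all 8 organs together was not run, so whether the organs differ as a set is left open. Using a single mouse moves the value of heart most, from its mean of 1.19 to 0.815 or 1.56. The double ratio between the 2 mice of an organ ranged from 0.523 in heart to 1.52 in duodenum, and the largest between any 2 samples was 3.90. The paper explains consistently high factors, with brain as its example, as a possible higher overall level of H3K36me3.

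**Figure D6:**
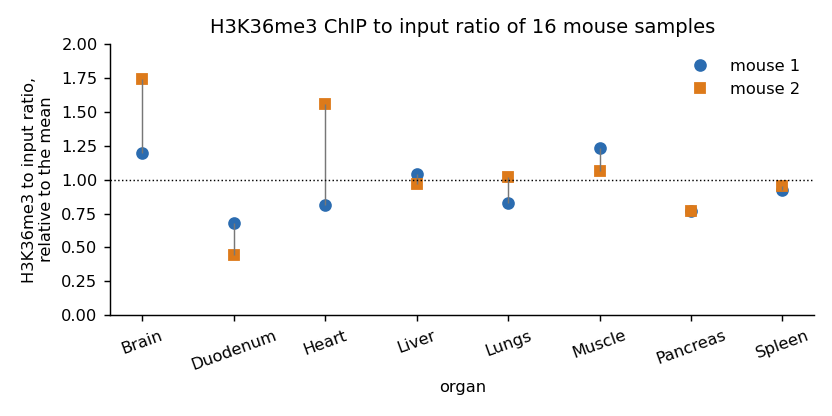
H3K36me3 to input ratio of each mouse organ (x axis) relative to the mean of the 16 samples (y axis), with mouse 1 as blue circles and mouse 2 as orange squares joined by a grey line, computed from the paper's Supplementary Data 4. In both mice, brain and muscle lie above the dotted line at 1 and duodenum, pancreas and spleen below it, while the mice of heart, liver and lungs lie on opposite sides.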

## Supplementary Tables

**Supplementary Table 1. Comparison of different high-throughput ChIP-seq protocols.** The table shows a summary and critical points of current high-throughput ChIP-seq procedures.

**Supplementary Table 2. Sequence of barcoded adaptors.** The table reports the sequences of barcoded adaptors. All of them have been used for cell line experiments. A subset of them has been used for mouse experiment (shown in main **Fig. 4**). The correspondence of barcode and related mouse tissue is indicated.

# Supplementary Table 2. Sequence of barcoded adaptors.

The table reports the sequences of barcoded adaptors. All of them have been used for cell line experiments. A subset of them has been used for mouse experiment (shown in main Fig. 4 ). The correspondence of barcode and related mouse tissue is indicated.

# Supplementary material for: RELACS nuclei barcoding enables high-throughput ChIP-seq
**Source:** Commun Biol. 2018 Dec 5;1:214. doi: 10.1038/s42003-018-0219-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name**: Supplementary Data 1

**Description**: HepG2 RELACS. QC metrics for HepG2 data obtained with RELACS protocol with 20 barcodes (20 x 5000 cells).

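The metrics were combined by the authors from the alignments of each barcode, and the values below are computed from them. The mean share of aligned entries over the 20 barcodes was between 98.7% for H3K27me3 and 99.2% for CTCF, with an SD between 0.391 and 0.483 percentage points, and no single barcode of any mark was below 97.2%. In the traditional libraries the share was 97.2% for p300 and between 98.6% and 99.6% for the other marks and the input, apart from CTCF. Duplicates made up 18.4% ± 1.31 of the RELACS input entries (SD, n = 20 barcodes) and 7.5% in the traditional input. For the histone marks, the RELACS means ranged from 18.9% for H3K4me3 to 22.4% for H3K4me1, and the traditional libraries from 10.9% for H3K9me3 to 28.3% for H3K4me3. For p300 the values were 23.3% ± 1.67 (SD, n = 20) and 25.8%. The percentage of entries that the filters would remove was highest for CTCF, at 40.7% ± 5.18 (SD, n = 20), against 26.9% in the traditional library. A barcode held between 0.4 and 1.1 M entries for CTCF, and between 4 and 11.3 M for H3K27me3.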

**File Name**: Supplementary Data 2

**Description**: HepG2 traditional. QC metrics for HepG2 data obtained with traditional ChIP-seq protocol (1x 100000 cells)

**File Name**: Supplementary Data 3

**Description**: Low cell number RELACS. QC metrics for HepG2 data obtained with RELACS protocol with 7 barcodes for small cell numbers (100,1000,10000 cells).

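In this experiment, 7 barcodes of 10000, 1000 or 100 HepG2 cells were pooled for each ChIP, and the values are computed from the paper's Supplementary Data 3. For CTCF, the percentage of duplicates was 36.4% ± 3.18 with 10000 cells, 53.9% ± 3.87 with 1000 cells and 67.7% ± 3.56 with 100 cells (SD, n = 7 barcodes each). For H3K4me3 it was 10.0% ± 1.18, 18.0% ± 1.84 and 40.1% ± 3.36, and for H3K27me3 6.70% ± 0.688, 11.1% ± 0.976 and 39.8% ± 3.47. Each step down in the number of cells raised the percentage in these 3 ChIPs, with no overlap between the groups of barcodes (exact permutation test, two-sided p = 0.000583 for each of the 9 comparisons, the smallest that 7 against 7 allow, and 0.000777 after Benjamini-Hochberg adjustment over 12 comparisons). In the input the percentage stayed low, at 5.59% ± 0.540, 6.46% ± 0.443 and 6.53% ± 0.446. The increase by 0.871 points from 10000 to 1000 cells had an exact permutation p of 0.0111 (adjusted 0.0121), that by 0.943 points to 100 cells a p of 0.00641 (adjusted 0.00769), and 1000 and 100 cells did not differ (difference 0.0714 points, exact permutation p = 0.814). With the total percentage of filtered entries in place of duplicates, the input difference between 10000 and 1000 cells was 0.157 points (exact permutation test, adjusted p = 0.315). The pools differed in depth, with 6.4, 7.2 and 8.4 M entries for CTCF and 14.0, 10.2 and 6.5 M for H3K4me3. The barcodes are technical replicates of 1 pool of cells, so the tests compare these pools.

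**Figure D7:**
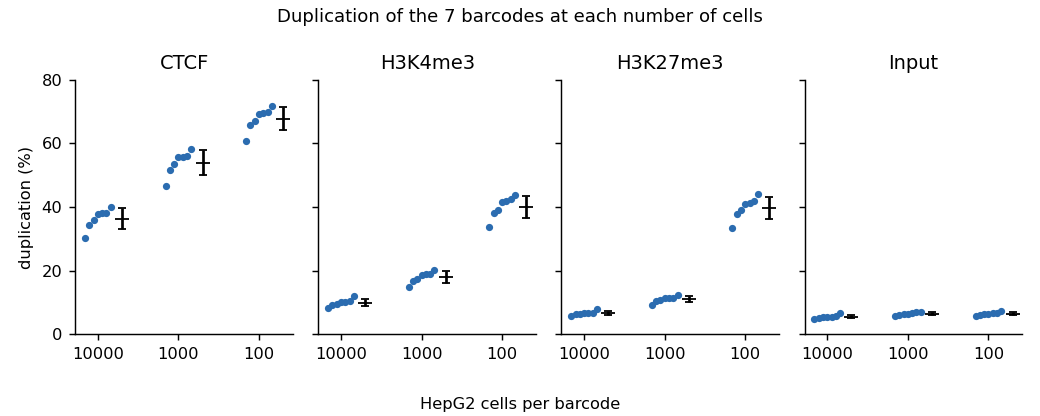
Percent of duplicates (y axis) for each of the 7 barcodes (blue points) with 10000, 1000 or 100 HepG2 cells per barcode (x axis), in 1 panel each for CTCF, H3K4me3, H3K27me3 and the input, sorted within each group and with the mean ± SD in black, computed from the paper's Supplementary Data 3. The groups of barcodes do not overlap in the 3 ChIPs, and all input values lie between 4.8% and 7.3%.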

**File Name**: Supplementary Data 4

**Description**: Mouse RELACS. QC metrics for data from 16 mouse tissues obtained with RELACS protocol with 16 barcodes (16 x 25000 cells).

# Supplementary material for: RELACS nuclei barcoding enables high-throughput ChIP-seq
**Source:** Commun Biol. 2018 Dec 5;1:214. doi: 10.1038/s42003-018-0219-z
**Supplement:** Supplementary file 3 — Supplementary Data 1

MultiQC Report

# Toggle navigation v1.3

Loading report..

- General Stats
- deepTools
- Bowtie 2

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

bowtie2\_pe\_plot

tableScatterPlot

bowtie2\_pe\_plot

tableScatterPlot

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.3

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

#### JavaScript Disabled

MultiQC reports use JavaScript for plots and toolbox functions. It looks like
you have JavaScript disabled in your web browser. Please note that many of the report
functions will not work as intended.

Loading report..

---

## General Statistics

 Copy table

 Sort by highlight
Showing 180/180 rows and 1/1 columns.

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | Bowtie 2 | % Aligned | overall alignment rate | `overall_alignment_rate` | None |

Close

## deepTools

deepTools is a suite of tools to process and analyze deep sequencing data.

### Filtering metrics

Estimated percentages of alignments filtered independently for each setting in `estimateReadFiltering` . The tool was excuted with the following arguments: `--samFlagInclude 2 --samFlagExclude 1024 --ignoreDuplicates --minMappingQuality 1 --blackListFileName hg19_blacklist`

`hg19_blacklist`

Copy table

 Configure Columns

 Sort by highlight

 Plot
Showing 180/180 rows and 10/10 columns.

×

#### Table Qlmr: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | deepTools bamPEFragmentSize | M entries | Number of entries in the file (millions) | `M Entries` | None |
| || |  | deepTools bamPEFragmentSize | % Aligned | Percent of aligned entries | `% Aligned` | None |
| || |  | deepTools bamPEFragmentSize | % Tot. Filtered | Percent of alignment that would be filtered for any reason. | `% Filtered` | None |
| || |  | deepTools bamPEFragmentSize | % Blacklisted | Percent of alignments falling (at least partially) inside a blacklisted region | `% Blacklisted` | None |
| || |  | deepTools bamPEFragmentSize | % Missing Flags | Percent of alignments lacking at least on flag specified by --samFlagInclude | `% Missing Flags` | None |
| || |  | deepTools bamPEFragmentSize | % Forbidden Flags | Percent of alignments having at least one flag specified by --samFlagExclude | `% Forbidden Flags` | None |
| || |  | deepTools bamPEFragmentSize | % deepTools Dupes | Percent of alignments marked by deepTools as being duplicates | `% deepTools Dupes` | None |
| || |  | deepTools bamPEFragmentSize | % Duplication | Percent of alignments originally marked as being duplicates | `% Duplication` | None |
| || |  | deepTools bamPEFragmentSize | % Singletons | Percent of alignments that are singletons (i.e., paired-end reads where the mates don't align as a pair | `% Singletons` | None |
| || |  | deepTools bamPEFragmentSize | % Strand Filtered | Percent of alignments arising from the wrong strand | `% Strand Filtered` | None |

Close

---

## Bowtie 2

Bowtie 2 is an ultrafast and memory-efficient tool for aligning sequencing reads to long reference sequences.

Help

This plot shows the number of reads aligning to the reference in different ways.  
*Please note that single mate alignment counts are halved to tally with pair counts properly.*

There are 6 possible types of alignment:
 ***PE mapped uniquely**: Pair has only one occurence in the reference genome.* **PE mapped discordantly uniquely**: Pair has only one occurence but not in proper pair.
 ***PE one mate mapped uniquely**: One read of a pair has one occurence.* **PE multimapped**: Pair has multiple occurence.
 ***PE one mate multimapped**: One read of a pair has multiple occurence.* **PE neither mate aligned**: Pair has no occurence.

Number of Reads
Percentages

Created with Highcharts 5.0.6# ReadsChart context menuExport PlotBowtie 2: PE Alignment ScoresPE mapped uniquelyPE mapped discordantly uniquelyPE one mate mapped uniquelyPE multimappedPE one mate multimappedPE neither mate alignedRELACS\_CTCF\_bar\_1.Bowtie2RELACS\_H3K27me3\_bar\_6.Bowtie2RELACS\_H3K4me3\_bar\_20.Bowtie2RELACS\_p300\_bar\_17.Bowtie2RELACS\_CTCF\_bar\_17.Bowtie2RELACS\_CTCF\_bar\_6.Bowtie2RELACS\_H3K27ac\_bar\_13.Bowtie2RELACS\_H3K27ac\_bar\_20.Bowtie2RELACS\_H3K27me3\_bar\_1.Bowtie2RELACS\_H3K27me3\_bar\_17.Bowtie2RELACS\_H3K36me3\_bar\_13.Bowtie2RELACS\_H3K36me3\_bar\_20.Bowtie2RELACS\_H3K4me1\_bar\_1.Bowtie2RELACS\_H3K4me1\_bar\_17.Bowtie2RELACS\_H3K4me1\_bar\_6.Bowtie2RELACS\_H3K4me3\_bar\_13.Bowtie2RELACS\_H3K9me3\_bar\_1.Bowtie2RELACS\_H3K9me3\_bar\_17.Bowtie2RELACS\_H3K9me3\_bar\_6.Bowtie2RELACS\_Input\_bar\_13.Bowtie2RELACS\_Input\_bar\_20.Bowtie2RELACS\_p300\_bar\_1.Bowtie2RELACS\_p300\_bar\_6.Bowtie20500k1000k1500k2000k2500k3000k3500k4000k4500k5000k5500k6000kCreated with MultiQC

**MultiQC v1.3**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions
(regexes). Click a button below to see an example of it in action. Try
modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

# Supplementary material for: RELACS nuclei barcoding enables high-throughput ChIP-seq
**Source:** Commun Biol. 2018 Dec 5;1:214. doi: 10.1038/s42003-018-0219-z
**Supplement:** Supplementary file 4 — Supplementary Data 2

MultiQC Report

# Toggle navigation v1.3

Loading report..

- General Stats
- deepTools
- Bowtie 2

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

bowtie2\_pe\_plot

tableScatterPlot

bowtie2\_pe\_plot

tableScatterPlot

bowtie2\_pe\_plot

tableScatterPlot

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.3

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

A modular tool to aggregate results from bioinformatics analyses across many samples into a single report.

#### JavaScript Disabled

MultiQC reports use JavaScript for plots and toolbox functions. It looks like
you have JavaScript disabled in your web browser. Please note that many of the report
functions will not work as intended.

Loading report..

---

## General Statistics

 Copy table

 Sort by highlight
Showing 9/9 rows and 1/1 columns.

| Sample Name | % Aligned |
| --- | --- |
| Traditional\_CTCF.Bowtie2 | 85.6% |
| Traditional\_H3K27ac.Bowtie2 | 98.7% |
| Traditional\_H3K27me3.Bowtie2 | 99.4% |
| Traditional\_H3K36me3.Bowtie2 | 99.3% |
| Traditional\_H3K4me1.Bowtie2 | 98.9% |
| Traditional\_H3K4me3.Bowtie2 | 98.6% |
| Traditional\_H3K9me3.Bowtie2 | 99.4% |
| Traditional\_input.Bowtie2 | 99.6% |
| Traditional\_p300.Bowtie2 | 97.2% |

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | Bowtie 2 | % Aligned | overall alignment rate | `overall_alignment_rate` | None |

Close

## deepTools

deepTools is a suite of tools to process and analyze deep sequencing data.

### Filtering metrics

Estimated percentages of alignments filtered independently for each setting in `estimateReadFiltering` . The tool was excuted with the following arguments: `--samFlagInclude 2 --samFlagExclude 1024 --ignoreDuplicates --minMappingQuality 1 --blackListFileName hg19_blacklist

hg19_blacklist`

Copy table

 Configure Columns

 Sort by highlight

 Plot
Showing 9/9 rows and 10/10 columns.

| Sample Name | M entries | % Aligned | % Tot. Filtered | % Blacklisted | % Missing Flags | % Forbidden Flags | % deepTools Dupes | % Duplication | % Singletons | % Strand Filtered |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Traditional\_CTCF | 31.5 | 85.6 | 26.9 | 6.1 | 0.6 | 32.3 | 29.8 | 32.3 | 0.4 | 0.0 |
| Traditional\_H3K27ac | 75.7 | 98.7 | 8.5 | 2.2 | 0.6 | 18.1 | 15.3 | 18.1 | 0.2 | 0.0 |
| Traditional\_H3K27me3 | 147.8 | 99.4 | 12.6 | 10.0 | 1.4 | 11.3 | 9.8 | 11.3 | 0.4 | 0.0 |
| Traditional\_H3K36me3 | 157.4 | 99.3 | 8.6 | 1.2 | 1.1 | 19.2 | 16.8 | 19.2 | 0.4 | 0.0 |
| Traditional\_H3K4me1 | 140.4 | 98.9 | 8.8 | 1.8 | 1.0 | 18.8 | 16.4 | 18.8 | 0.4 | 0.0 |
| Traditional\_H3K4me3 | 100.5 | 98.6 | 17.2 | 2.4 | 0.7 | 28.3 | 25.1 | 28.3 | 0.2 | 0.0 |
| Traditional\_H3K9me3 | 138.9 | 99.4 | 30.6 | 28.6 | 1.8 | 10.9 | 9.3 | 10.9 | 0.5 | 0.0 |
| Traditional\_input | 134.8 | 99.6 | 8.9 | 7.6 | 1.3 | 7.5 | 6.7 | 7.5 | 0.2 | 0.0 |
| Traditional\_p300 | 65.4 | 97.2 | 19.4 | 7.2 | 0.6 | 25.8 | 23.5 | 25.8 | 0.2 | 0.0 |

×

#### Table Pwij: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | deepTools bamPEFragmentSize | M entries | Number of entries in the file (millions) | `M Entries` | None |
| || |  | deepTools bamPEFragmentSize | % Aligned | Percent of aligned entries | `% Aligned` | None |
| || |  | deepTools bamPEFragmentSize | % Tot. Filtered | Percent of alignment that would be filtered for any reason. | `% Filtered` | None |
| || |  | deepTools bamPEFragmentSize | % Blacklisted | Percent of alignments falling (at least partially) inside a blacklisted region | `% Blacklisted` | None |
| || |  | deepTools bamPEFragmentSize | % Missing Flags | Percent of alignments lacking at least on flag specified by --samFlagInclude | `% Missing Flags` | None |
| || |  | deepTools bamPEFragmentSize | % Forbidden Flags | Percent of alignments having at least one flag specified by --samFlagExclude | `% Forbidden Flags` | None |
| || |  | deepTools bamPEFragmentSize | % deepTools Dupes | Percent of alignments marked by deepTools as being duplicates | `% deepTools Dupes` | None |
| || |  | deepTools bamPEFragmentSize | % Duplication | Percent of alignments originally marked as being duplicates | `% Duplication` | None |
| || |  | deepTools bamPEFragmentSize | % Singletons | Percent of alignments that are singletons (i.e., paired-end reads where the mates don't align as a pair | `% Singletons` | None |
| || |  | deepTools bamPEFragmentSize | % Strand Filtered | Percent of alignments arising from the wrong strand | `% Strand Filtered` | None |

Close

---

## Bowtie 2

Bowtie 2 is an ultrafast and memory-efficient tool for aligning sequencing reads to long reference sequences.

Help

This plot shows the number of reads aligning to the reference in different ways.  
*Please note that single mate alignment counts are halved to tally with pair counts properly.*

There are 6 possible types of alignment:
 ***PE mapped uniquely**: Pair has only one occurence in the reference genome.* **PE mapped discordantly uniquely**: Pair has only one occurence but not in proper pair.
 ***PE one mate mapped uniquely**: One read of a pair has one occurence.* **PE multimapped**: Pair has multiple occurence.
 ***PE one mate multimapped**: One read of a pair has multiple occurence.* **PE neither mate aligned**: Pair has no occurence.

Number of Reads
Percentages

Created with Highcharts 5.0.6# ReadsChart context menuExport PlotBowtie 2: PE Alignment ScoresPE mapped uniquelyPE mapped discordantly uniquelyPE one mate mapped uniquelyPE multimappedPE one mate multimappedPE neither mate alignedTraditional\_CTCF.Bowtie2Traditional\_H3K27ac.Bowtie2Traditional\_H3K27me3.Bowtie2Traditional\_H3K36me3.Bowtie2Traditional\_H3K4me1.Bowtie2Traditional\_H3K4me3.Bowtie2Traditional\_H3K9me3.Bowtie2Traditional\_input.Bowtie2Traditional\_p300.Bowtie2010M20M30M40M50M60M70M80M90MCreated with MultiQC

**MultiQC v1.3**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions
(regexes). Click a button below to see an example of it in action. Try
modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

# Supplementary material for: RELACS nuclei barcoding enables high-throughput ChIP-seq
**Source:** Commun Biol. 2018 Dec 5;1:214. doi: 10.1038/s42003-018-0219-z
**Supplement:** Supplementary file 5 — Supplementary Data 3

MultiQC Report

# Toggle navigation v1.3

Loading report..

- General Stats
- deepTools
- Bowtie 2

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

bowtie2\_pe\_plot

tableScatterPlot

bowtie2\_pe\_plot

tableScatterPlot

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.3

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

A modular tool to aggregate results from bioinformatics analyses across many samples into a single report.

#### JavaScript Disabled

MultiQC reports use JavaScript for plots and toolbox functions. It looks like
you have JavaScript disabled in your web browser. Please note that many of the report
functions will not work as intended.

Loading report..

---

## General Statistics

 Copy table

 Sort by highlight
Showing 84/84 rows and 1/1 columns.

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | Bowtie 2 | % Aligned | overall alignment rate | `overall_alignment_rate` | None |

Close

## deepTools

deepTools is a suite of tools to process and analyze deep sequencing data.

### Filtering metrics

Estimated percentages of alignments filtered independently for each setting in `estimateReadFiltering` . The tool was excuted with the following arguments: `--samFlagInclude 2 --samFlagExclude 1024 --ignoreDuplicates --minMappingQuality 1 --blackListFileName hg19_blacklist`

`hg19_blacklist`

Copy table

 Configure Columns

 Sort by highlight

 Plot
Showing 84/84 rows and 10/10 columns.

×

#### Table Rsyz: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | deepTools bamPEFragmentSize | M entries | Number of entries in the file (millions) | `M Entries` | None |
| || |  | deepTools bamPEFragmentSize | % Aligned | Percent of aligned entries | `% Aligned` | None |
| || |  | deepTools bamPEFragmentSize | % Tot. Filtered | Percent of alignment that would be filtered for any reason. | `% Filtered` | None |
| || |  | deepTools bamPEFragmentSize | % Blacklisted | Percent of alignments falling (at least partially) inside a blacklisted region | `% Blacklisted` | None |
| || |  | deepTools bamPEFragmentSize | % Missing Flags | Percent of alignments lacking at least on flag specified by --samFlagInclude | `% Missing Flags` | None |
| || |  | deepTools bamPEFragmentSize | % Forbidden Flags | Percent of alignments having at least one flag specified by --samFlagExclude | `% Forbidden Flags` | None |
| || |  | deepTools bamPEFragmentSize | % deepTools Dupes | Percent of alignments marked by deepTools as being duplicates | `% deepTools Dupes` | None |
| || |  | deepTools bamPEFragmentSize | % Duplication | Percent of alignments originally marked as being duplicates | `% Duplication` | None |
| || |  | deepTools bamPEFragmentSize | % Singletons | Percent of alignments that are singletons (i.e., paired-end reads where the mates don't align as a pair | `% Singletons` | None |
| || |  | deepTools bamPEFragmentSize | % Strand Filtered | Percent of alignments arising from the wrong strand | `% Strand Filtered` | None |

Close

---

## Bowtie 2

Bowtie 2 is an ultrafast and memory-efficient tool for aligning sequencing reads to long reference sequences.

Help

This plot shows the number of reads aligning to the reference in different ways.  
*Please note that single mate alignment counts are halved to tally with pair counts properly.*

There are 6 possible types of alignment:
 ***PE mapped uniquely**: Pair has only one occurence in the reference genome.* **PE mapped discordantly uniquely**: Pair has only one occurence but not in proper pair.
 ***PE one mate mapped uniquely**: One read of a pair has one occurence.* **PE multimapped**: Pair has multiple occurence.
 ***PE one mate multimapped**: One read of a pair has multiple occurence.* **PE neither mate aligned**: Pair has no occurence.

Number of Reads
Percentages

Created with Highcharts 5.0.6# ReadsChart context menuExport PlotBowtie 2: PE Alignment ScoresPE mapped uniquelyPE mapped discordantly uniquelyPE one mate mapped uniquelyPE multimappedPE one mate multimappedPE neither mate alignedRELACS\_CTCF\_10000\_Rep2\_15min\_10.Bowtie2RELACS\_CTCF\_10000\_Rep2\_15min\_14.Bowtie2RELACS\_CTCF\_1000\_Rep2\_15min\_11.Bowtie2RELACS\_CTCF\_1000\_Rep2\_15min\_8.Bowtie2RELACS\_CTCF\_100\_Rep2\_15min\_12.Bowtie2RELACS\_CTCF\_100\_Rep2\_15min\_9.Bowtie2RELACS\_H3K27me3\_10000\_Rep2\_15min\_13.Bowtie2RELACS\_H3K27me3\_1000\_Rep2\_15min\_10.Bowtie2RELACS\_H3K27me3\_1000\_Rep2\_15min\_14.Bowtie2RELACS\_H3K27me3\_100\_Rep2\_15min\_11.Bowtie2RELACS\_H3K27me3\_100\_Rep2\_15min\_8.Bowtie2RELACS\_H3K4me3\_10000\_Rep2\_15min\_12.Bowtie2RELACS\_H3K4me3\_10000\_Rep2\_15min\_9.Bowtie2RELACS\_H3K4me3\_1000\_Rep2\_15min\_13.Bowtie2RELACS\_H3K4me3\_100\_Rep2\_15min\_10.Bowtie2RELACS\_H3K4me3\_100\_Rep2\_15min\_14.Bowtie2RELACS\_Input\_10000\_Rep2\_15min\_11.Bowtie2RELACS\_Input\_10000\_Rep2\_15min\_8.Bowtie2RELACS\_Input\_1000\_Rep2\_15min\_12.Bowtie2RELACS\_Input\_1000\_Rep2\_15min\_9.Bowtie2RELACS\_Input\_100\_Rep2\_15min\_13.Bowtie20500k1000k1500k2000k2500k3000k3500kCreated with MultiQC

| RELACS\_CTCF\_10000\_Rep2\_15min\_10.Bowtie2 | | |
| --- | --- | --- |
| PE mapped uniquely: | 395157 | (62.9%) |
| PE mapped discordantly uniquely: | 36886 | (5.9%) |
| PE one mate mapped uniquely: | 10261 | (1.6%) |
| PE multimapped: | 164591 | (26.2%) |
| PE one mate multimapped: | 19490 | (3.1%) |
| PE neither mate aligned: | 2223 | (0.4%) |

**MultiQC v1.3**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions
(regexes). Click a button below to see an example of it in action. Try
modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

# Supplementary material for: RELACS nuclei barcoding enables high-throughput ChIP-seq
**Source:** Commun Biol. 2018 Dec 5;1:214. doi: 10.1038/s42003-018-0219-z
**Supplement:** Supplementary file 6 — Supplementary Data 4

MultiQC Report

# Toggle navigation v1.3

Loading report..

- General Stats
- deepTools
- Bowtie 2

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

bowtie2\_pe\_plot

tableScatterPlot

bowtie2\_pe\_plot

tableScatterPlot

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete
 Set default
 Clear default

#### About MultiQC

This report was generated using MultiQC, version 1.3

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

#### JavaScript Disabled

MultiQC reports use JavaScript for plots and toolbox functions. It looks like
you have JavaScript disabled in your web browser. Please note that many of the report
functions will not work as intended.

Loading report..

---

## General Statistics

 Copy table

 Sort by highlight
Showing 64/64 rows and 1/1 columns.

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

Close

## deepTools

deepTools is a suite of tools to process and analyze deep sequencing data.

### Filtering metrics

Estimated percentages of alignments filtered independently for each setting in `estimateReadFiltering` . The tool was excuted with the following arguments: `--samFlagInclude 2 --samFlagExclude 1024 --ignoreDuplicates --minMappingQuality 1 --blackListFileName mm10_blacklist`

mm10\_blacklist : Ernst, J. et al. Mapping and analysis of chromatin
state dynamics in nine human cell types. Nature 473, 43–49 (2011).

Copy table

 Configure Columns

 Sort by highlight

 Plot
Showing 64/64 rows and 10/10 columns.

×

#### Table Srfa: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

Close

---

## Bowtie 2

Bowtie 2 is an ultrafast and memory-efficient tool for aligning sequencing reads to long reference sequences.

Help

This plot shows the number of reads aligning to the reference in different ways.  
*Please note that single mate alignment counts are halved to tally with pair counts properly.*

There are 6 possible types of alignment:
 ***PE mapped uniquely**: Pair has only one occurence in the reference genome.* **PE mapped discordantly uniquely**: Pair has only one occurence but not in proper pair.
 ***PE one mate mapped uniquely**: One read of a pair has one occurence.* **PE multimapped**: Pair has multiple occurence.
 ***PE one mate multimapped**: One read of a pair has multiple occurence.* **PE neither mate aligned**: Pair has no occurence.

Number of Reads
Percentages

Created with Highcharts 5.0.6# ReadsChart context menuExport PlotBowtie 2: PE Alignment ScoresPE mapped uniquelyPE mapped discordantly uniquelyPE one mate mapped uniquelyPE multimappedPE one mate multimappedPE neither mate alignedRELACS\_H3K27ac\_Brain\_rep1.Bowtie2RELACS\_H3K27ac\_Duodenum\_rep2.Bowtie2RELACS\_H3K27ac\_Liver\_rep1.Bowtie2RELACS\_H3K27ac\_Lungs\_rep2.Bowtie2RELACS\_H3K27ac\_Pancreas\_rep1.Bowtie2RELACS\_H3K27ac\_Spleen\_rep2.Bowtie2RELACS\_H3K27me3\_Duodenum\_rep1.Bowtie2RELACS\_H3K27me3\_Heart\_rep2.Bowtie2RELACS\_H3K27me3\_Lungs\_rep1.Bowtie2RELACS\_H3K27me3\_Muscle\_rep2.Bowtie2RELACS\_H3K27me3\_Spleen\_rep1.Bowtie2RELACS\_H3K36me3\_Brain\_rep2.Bowtie2RELACS\_H3K36me3\_Heart\_rep1.Bowtie2RELACS\_H3K36me3\_Liver\_rep2.Bowtie2RELACS\_H3K36me3\_Muscle\_rep1.Bowtie2RELACS\_H3K36me3\_Pancreas\_rep2.Bowtie2RELACS\_Input\_Brain\_rep1.Bowtie2RELACS\_Input\_Duodenum\_rep2.Bowtie2RELACS\_Input\_Liver\_rep1.Bowtie2RELACS\_Input\_Lungs\_rep2.Bowtie2RELACS\_Input\_Pancreas\_rep1.Bowtie2RELACS\_Input\_Spleen\_rep2.Bowtie2020M40M60M80M100M120M140M160M180MCreated with MultiQC

**MultiQC v1.3**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions
(regexes). Click a button below to see an example of it in action. Try
modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

How the deposited data were processed for this re-analysis (not part of the article)

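The data are the lists of enriched regions that the authors deposited for ChIP-seq of HepG2 cells, 8 for RELACS (20 barcodes of 5000 cells, merged) and 7 for the traditional sonication protocol (100000 cells, 1 ChIP), the deposited lists of CviKI-1 sites of the human and the mouse genome, and the alignment summaries in the paper's Supplementary Data 1 to 4. The study has 44 samples, of which 4 could not be assigned to an experiment of the paper. A Traditional H3K4me3 list, ENCODE data, chromatin states, sequencing reads and signal tracks were not analysed here.

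According to the methods, the authors aligned reads with bowtie2 to hs37d5 or mm10, called sharp marks (CTCF, p300, H3K27ac, H3K4me3) with MACS2 and broad marks (H3K4me1, H3K36me3, H3K27me3, H3K9me3) with histoneHMM in bins of 750 bp. In the sharp lists, the fold enrichment of each peak over the control was computed by the authors with MACS2 before the files were deposited. The −log10 of the q-value of each peak was computed by the authors with MACS2 before the files were deposited. The broad lists hold a mean posterior probability per region, computed by the authors with histoneHMM. These values were used only to describe, rank or filter regions within a list, since values of separate lists are not on a common scale. The files hold no counts, so no normalization was applied. The depth is known from the Supplementary Data, as entries per library in M with 1 decimal, and the precision of a share over regions is given by its exact Clopper-Pearson 95% interval. Each method and mark has 1 library, so these intervals leave out the variation between libraries, and no test between the methods that covers this variation was possible for the lists.

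Regions were analysed on chromosomes 1 to 22, X and Y, except for the numbers of regions per list and the distances between summits, which use all sequences. Positions are given from 1 in GRCh37 or GRCm38. Regions were shared when they overlapped by at least 1 bp. Random placements put each region at a random position of its own chromosome, outside unknown sequence and with its width kept, 1000 times, with a smallest p of 0.001 for one-sided and 0.002 for two-sided tests. Fisher's exact test was used between the lists of the methods for overlap with gaps, and compares these lists only. A gap is a distance between the starts of neighbouring CviKI-1 sites, less unknown bases, above 1000 bp. Promoters are 1000 bp on either side of the starts of protein-coding genes in GENCODE. Simple repeats are perfect repeats of short units found in the reference sequence.

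The CTCF motif, 19 bp wide, was learned by expectation maximisation in windows of 101 bp around the summits of 250 of the 500 highest-ranked peaks of a list. From each list, the 250 peaks used to learn its own motif were left out of the scoring. Traditional peaks at the places of the RELACS learning peaks were not removed otherwise. Its score threshold was the score reached by 1% of the flanking windows 2000 bp away. The GC content of p300 peaks was set beside 1000 draws of as many peaks from the other sharp lists.

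Shares of barcodes were compared by Pearson's r and Spearman's rho with 100000 permutations, two-sided, with Benjamini-Hochberg adjustment over the 8 marks. Percentages of duplicates were compared between groups of 7 barcodes by exact permutation tests, two-sided, adjusted over 12 comparisons. The sample names in Supplementary Data 3 give the same barcode numbers, 8 to 14, with each number of cells, and the numbers pair the samples, since the deviations of same-numbered barcodes from their group means in the percentage of duplicates were correlated in all 12 comparisons (r = 0.778 to 0.9997). An exact paired permutation test was therefore added after the data were seen. Pairs of mouse organs were not tested, since 2 mice per organ allow no small p. A test over all organs together was not run.

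The loci named are those that the text or figures of the paper name, and the 3 regions of each list with the highest fold enrichment or, for broad marks, the greatest width. The comparisons, the tests and the alternatives were set before the data were examined, except for the tests of list size against the number of entries and of the chromosomes, the comparison of GC content between whole lists, the paired test of barcodes, and the alternatives without barcode 3, with the motif score reached by 10% of flanking windows and with gaps on chromosomes 1 to 22 and X alone, which were chosen after results were seen. The alternatives were a q-value of at most 0.01 or 0.0001, broad regions of at least 1500 bp, merging of regions less than 1000 bp apart, coverage of at least 50% of a region, summits at most 250 bp apart, the same number of highest-ranked regions, a common shift of a list, medians over regions, the central 500 bp, gap thresholds of 500 and 2000 bp, no correction for unknown bases, other motif scores and windows, filtered entries in place of all entries, and leaving out barcode 4, the barcode with the fewest entries or 1 mouse.

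The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1. The steps were tested on simulated data, with planted overlaps, motifs and differences.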

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

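The test on p300 peaks in this part was chosen before its result was seen.

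A signal appeared in sequences that the paper left out of its analyses. Of the p300 peaks, 314 in the RELACS list and 113 in the Traditional list lay on decoy or unplaced sequences, 54.0% and 78.5% of the lists, while in the other lists the share was between 0.333% and 7.65%. Sequences that collect reads from many copies in the genome, whatever the antibody, are a candidate explanation. Of the RELACS p300 peaks on these sequences, 73.2% overlapped a RELACS CTCF peak, against 28.5% on chromosomes 1 to 22, X and Y. For RELACS H3K27ac peaks it was 0.637% against 51.2%, and for RELACS H3K4me3 peaks 0.955% against 46.5%. These values go against an effect whatever the antibody, while those for CTCF go with it. The test could have shown no excess for CTCF, and its mixed outcome leaves this technical explanation open. It does not exclude others, because neither an input list nor reads were analysed here. No biological explanation was tested.

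Dixon's test compared the lowest and the highest barcode with the others in each group of 7 barcodes with 10000, 1000 or 100 cells. It was run on the percentage of duplicates and on the number of entries, 24 times in all. No value lay beyond the critical value at the 95% level.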

How the results depend on the processing

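The test with the barcode number as a replicate block, the correlations without barcode 3, the motif score reached by 10% of flanking windows and the gaps on chromosomes 1 to 22 and X alone were chosen after seeing the data, and all other alternatives were set before the data were examined. No paired analysis was possible for the lists, because there is 1 library per method and mark, and the values of mouse organs were not tested. For the percentages of duplicates, the replicate block (exact paired permutation test) changed no call. The 9 differences in the ChIPs, the smallest 4.36 points, and the input differences of 1000 and 100 from 10000 cells had an exact permutation p of 0.0156, the smallest that 7 pairs allow (adjusted 0.0170), and the input difference between 1000 and 100 cells had p = 0.594.

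Of 361 alternative values for 114 results, 310 stayed on the same side of their threshold or within their spread, 28 moved, 6 became weaker, 6 stronger and 11 reversed. All shares of regions found by both methods stayed above random placements under each alternative run, 4 for broad and 5 for sharp marks, from 1.54% for RELACS p300 with at least 50% of the region covered to 97.7% for RELACS H3K4me1 with the stricter threshold. Correlations of barcode shares kept their side of the threshold, from 0.633 to 0.994, without barcode 3, without barcode 4 or with filtered entries. The ratios of mouse organs ranged from 0.446 (duodenum) to 1.74 (brain) when 1 mouse of an organ was left out. For heart, the mean of 1.19 became 0.815 or 1.56. For the changes below, the cause was not tested unless the setting itself shows it.

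With the median over regions, the site density of RELACS p300 was 14.0 sites per kb and no longer differed from random, and that of Traditional H3K9me3 reversed to 15.6, above random. The central 500 bp also reversed Traditional H3K9me3, to 16.8.

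For the share of regions overlapping a gap, a threshold of 500 bp made Traditional CTCF stronger (1.30%) and reversed RELACS p300 (0.769%) and Traditional H3K9me3 (33.0%), all below random. A threshold of 2000 bp made RELACS CTCF (0.0311%) and Traditional H3K4me1 (0.285%) weaker and Traditional H3K9me3 stronger (0.541%), and reversed Traditional CTCF (0.143%), Traditional H3K36me3 (0.783%), RELACS H3K27me3 (1.39%) and Traditional H3K27me3 (1.70%), which then lay above random. With at least 50% of the region inside gaps, Traditional CTCF (0.171%) and Traditional H3K9me3 (0.177%) became stronger, RELACS H3K27me3 (0.0224%) weaker, and Traditional H3K36me3 (0.252%) and Traditional H3K27me3 (0.0659%) reversed. In the central 500 bp, Traditional H3K9me3 (0.467%) became stronger, Traditional H3K27me3 (0.344%) weaker, and Traditional H3K36me3 (0.585%) reversed. On chromosomes 1 to 22 and X alone, Traditional CTCF became stronger (0.130%). The deficit of gaps in RELACS CTCF, H3K27ac and H3K4me3 regions kept its direction in every setting, but it is largely fixed by the method, which cannot detect signal inside gaps.

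On chromosomes 1 to 22 and X alone, the p300 lists fell to 259 RELACS and 15 Traditional peaks, since decoy sequences and chromosome Y were left out. Merging regions less than 1000 bp apart left 33571 RELACS and 41496 Traditional H3K27ac regions.

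The gaps depend on their threshold by construction. At 500 bp there were 173328 in the human genome (3.599%) and 138660 in the mouse genome (3.25%), and at 2000 bp 588 (0.0567%) and 169 (0.0213%). Without correction for unknown bases the shares were 5.09% and 0.703%, and relative to known sequence 0.297% and 0.180%.

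The distance between summits was 28 bp for CTCF and 72 bp for H3K27ac in the 1000 RELACS peaks with the highest fold enrichment, and 108 bp for H3K27ac in pairs in which each summit was the nearest of the other. The share of CTCF peaks with the motif was 16.5% (RELACS) and 16.1% (Traditional) at the score reached by 0.1% of flanking windows, 86.5% and 92.6% at that reached by 10%, 53.1% and 67.2% in 100 bp around the summit, and 62.3% and 70.1% with the motif learned from Traditional peaks. In 500 bp around the summit, p300 peaks held 22.0 sites per kb.

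With the total percentage of filtered entries, the input difference between 10000 and 1000 cells fell to 0.157 percentage points and became weaker. The depth of the CTCF libraries, 16.7 M entries in RELACS and 31.5 M in the traditional protocol, was not equalised here. The size of its effect on the lists was therefore not measured, and only the direction of list size against entries was compared, as described under the other observations.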

Differences from the paper's values

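The motif score reached by 10% of flanking windows was chosen after the data were seen, and no other test in this part was.

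The paper gives 229 RELACS p300 regions, and the deposited list holds 581. On chromosomes 1 to 22 and X alone there were 259, the one alternative set before the data were examined that closed the gap, while a q-value of at most 0.01 (554), a q-value of at most 0.0001 (456) and merging regions less than 1000 bp apart (436) did not.

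For RELACS H3K4me1, the paper gives 115127 regions and the deposited list holds 28737. With regions of at least 1500 bp there were 28091, on chromosomes 1 to 22 and X 28044, and after merging regions less than 1000 bp apart 28630, so that none of the alternatives set before the data were examined closed the gap. Each of them can only lower the number, so they could not have closed it.

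The paper gives 97.4% of all CTCF peaks with the expected motif, and with the motif learned here it was 61.0% of the RELACS CTCF peaks. A score reached by 0.1% of flanking windows gave 16.5%, 100 bp around the summit 53.1%, and a motif learned from the Traditional peaks 62.3%, so that none of the alternatives set before the data were examined closed the gap. The stricter score can only lower the share. A looser score, reached by 10% of flanking windows and chosen after seeing the values, gave 86.5%, within 1.5 times of the paper's value. The paper's matrix and threshold were not used here. The sets of peaks differ too. The paper gives 16092 RELACS CTCF peaks, while the deposited list holds 22978, of which 22233 were scored here. These numbers of peaks are within 1.5 times of each other, the limit used here for a difference.

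The paper states mapping rates above a level that not every mark reaches in its Supplementary Data. Over the 20 RELACS barcodes, the mean share of aligned entries was between 98.7% and 98.9% for H3K4me3, H3K4me1, H3K36me3, H3K27me3 and H3K9me3, and between 99.1% and 99.2% for CTCF, p300, H3K27ac and the input.

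In its legend, the paper places all H3K36me3 ratios between technical replicates within a narrow band around 1. In 188 of the 190 pairs of barcodes, the lower of the double ratios in either direction lay less than 10% below 1, and the widest double ratio was 1.13.

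The paper describes a reduced CTCF signal from RELACS at LINC00486. No CTCF peak was called there in either list, with 0 RELACS and 0 Traditional peaks, so the lists show no difference at this locus.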

Other observations

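The tests of list size against the number of entries and of the chromosomes, and the comparison of GC content between whole lists, were chosen after their results were seen.

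Traditional CTCF peaks without a RELACS peak had fewer CviKI-1 sites around them. At equal rank, 69.3% of the peaks with the fewest sites around the summit (median 13 in 1000 bp) and 89.3% of those with the most (median 34) had a RELACS peak, a difference of 20.0 percentage points (permutation p = 0.001, the smallest possible). Few sites may thus hide CTCF peaks from RELACS. However, RELACS peaks looked up in the Traditional list, which restriction does not limit, differed by 14.5 points, from 46.2% to 60.7%. An effect of the sites cannot be told apart from a property of peaks in sequence with few sites. For H3K27ac the difference was 3.11 points, from 53.9% to 57.0%, and the reverse lookup gave 0.655, which argues against few sites as the main reason for the Traditional H3K27ac peaks without a RELACS peak. No biological explanation was tested.

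RELACS called 2.47 times as many H3K9me3 regions as the traditional protocol. After joining regions less than 1000 bp apart, the ratio was 2.33. In bins of 750 bp this joining bridges only single bins, so such short interruptions do not account for the difference. The test cannot decide on longer interruptions. RELACS regions, the widest 1172250 bp long, covered 94.6%, 91.9% and 99.7% of the 3 widest Traditional regions, each above 5 Mb. These 3 domains were thus called as several pieces in the RELACS list. How far this holds for the other domains was not tested. In the window of Supplementary Fig. 6b on chromosome 5, 349 RELACS regions covered 45.7% and 58 Traditional regions 52.6%. In that on chromosome 17 it went the other way, with 2 RELACS regions over 90.9% and 4 Traditional regions over 67.7%.

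The number of sequenced entries argues against being the whole reason for lists of different size. In 4 of 7 marks, the list with more entries held over 1.5 times fewer regions. For CTCF, RELACS had 1.55 times the regions from 0.530 times the entries, for p300 4.03 times from 0.810 times, and for H3K9me3 2.47 times from 0.900 times, while for H3K4me1 it had 0.466 times the regions from 1.12 times the entries. This holds for the deposited lists. With the numbers that the paper gives for RELACS, 115127 for H3K4me1 and 16092 for CTCF, these marks would not be among the 4, while p300 (229) and H3K9me3 (86766) would. The p300 lists were counted whole, and on chromosomes 1 to 22, X and Y they hold 260 and 31 peaks. For broad marks, the number of regions alone does not measure how much was called. RELACS H3K4me1 regions were fewer but wider (median 9750 against 6000 bp), and the lists covered 40.1% and 41.2% of the known sequence.

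RELACS p300 peaks had a higher median GC content than Traditional p300 peaks, 49.0% against 39.8%. Enrichment of GC-rich sequence by an enzyme with GC in its site is a candidate explanation. CTCF peaks found only by RELACS had a median GC content higher by 1.00 percentage point than those found only by the traditional protocol (46.6% and 45.6%, 95% bootstrap interval of the difference 0.400 to 1.40). This goes in the direction that the explanation needs, but is far smaller than the difference between the p300 lists. In the whole lists, the median in the same windows of 500 bp was lower for RELACS than for Traditional CTCF peaks, 50% against 52%, and nearly the same for H3K27ac, 49.0% against 48.8%. Over whole peaks it was lower for RELACS in both marks, with 51.9% against 54.0% for CTCF and 48.2% against 48.9% for H3K27ac. These values go both ways, so the explanation stays open. The Traditional p300 list has only 31 peaks, of which 16 lay on chromosome Y and 19 overlapped a restriction-site gap. Known sequence in gaps has a GC content of 34.0%, and whether the difference between the p300 lists rests on these peaks was not tested. No biological explanation was tested.

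The edges of RELACS peaks may be set by fragments that end at restriction cuts. Of the RELACS CTCF peaks, 36.7% (36.0 to 37.3) started within 2 bp of a cut, against 11.7% after a shift by 50 bp. It was 43.6% against 11.4% for RELACS H3K27ac and 45.8% against 12.0% for RELACS H3K4me3. Traditional CTCF peaks showed no such excess, with 11.5% against 12.2%, nor did Traditional H3K27ac peaks, with 10.4% against 10.3%.

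The broad marks covered large parts of a few chromosomes. On chromosome 20, H3K9me3 regions covered 82.4% of the known sequence in the RELACS list and 62.2% in the Traditional list, and on chromosome 22 it was 23.3% and 13.7%. More copies of some chromosomes in HepG2 cells could raise all marks there. The first test compared the shares covered by H3K9me3 and H3K36me3 across chromosomes 1 to 22 and showed no linear relation, with r = 0.157 (permutation p = 0.488) in the Traditional and r = 0.323 (p = 0.141) in the RELACS lists, although Spearman's rho in the RELACS lists was 0.4444 (p = 0.0393). A second form, each share less its linear relation to the share of the chromosome inside protein-coding genes, was added after this result and gave r = 0.571 (permutation p = 0.00511) and r = 0.570 (p = 0.00383). For H3K9me3 and H3K4me1, the shares as they are gave r = 0.348 (permutation p = 0.112) in the Traditional and r = 0.477 (p = 0.0228) in the RELACS lists, and the second form r = 0.731 (p = 0.0003) and r = 0.742 (p = 8.00e-05). Without chromosomes 16 and 20, the RELACS shares of H3K9me3 and H3K4me1 as they are gave r = 0.281 (permutation p = 0.231). Their second form then gave r = 0.598 (permutation p = 0.00581). Because the relation appears in both methods only in the form chosen later, the tests leave the explanation open. The number of copies was not measured here.

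Both RELACS CTCF peaks with the highest fold enrichment hold the same 19 bases as their best motif match, GCCAGCAGGGGGCGCCCTG, on chromosome 1 and on chromosome 16. Reads shared between near-identical subtelomeric copies were not tested.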
